# *Drosophila* STING protein has a role in lipid metabolism

**DOI:** 10.7554/eLife.67358

**Published:** 2021-09-01

**Authors:** Katarina Akhmetova, Maxim Balasov, Igor Chesnokov

**Keywords:** *Drosophila*, STING, lipid metabolism, *D. melanogaster*

## Abstract

Stimulator of interferon genes (STING) plays an important role in innate immunity by controlling type I interferon response against invaded pathogens. In this work, we describe a previously unknown role of STING in lipid metabolism in *Drosophila*. Flies with *STING* deletion are sensitive to starvation and oxidative stress, have reduced lipid storage, and downregulated expression of lipid metabolism genes. We found that *Drosophila* STING interacts with lipid synthesizing enzymes acetyl-CoA carboxylase (ACC) and fatty acid synthase (FASN). ACC and FASN also interact with each other, indicating that all three proteins may be components of a large multi-enzyme complex. The deletion of *Drosophila STING* leads to disturbed ACC localization and decreased FASN enzyme activity. Together, our results demonstrate a previously undescribed role of STING in lipid metabolism in *Drosophila*.

## Introduction

STimulator of INterferon Genes (STING) is an endoplasmic reticulum (ER)-associated transmembrane protein that plays an important role in innate immune response by controlling the transcription of many host defense genes (Ishikawa and Barber, 2008; Ishikawa et al., 2009; Sun et al., 2009; Tanaka and Chen, 2012; Zhong et al., 2008). The presence of foreign DNA in the cytoplasm signals a danger for the cell. This DNA is recognized by specialized enzyme, the cyclic GMP-AMP synthase (cGAS), which generates cyclic dinucleotide (CDN) signaling molecules ([Bibr bib22][Bibr bib60]; Gao et al., 2013; Sun et al., 2013). CDNs bind to STING activating it (Wu et al., 2013; Burdette et al., 2011), and the following signaling cascade results in NF-κB- and IRF3-dependent expression of immune response molecules such as type I interferons (IFNs) and pro-inflammatory cytokines (Sun et al., 2009; Ishikawa et al., 2009; Liu et al., 2015a). Bacteria that invade the cell are also known to produce CDNs that directly activate STING pathway (Sauer et al., 2011; Woodward et al., 2010; Danilchanka and Mekalanos, 2013). Additionally, DNA that has leaked from the damaged nuclei or mitochondria can also activate STING signaling and inflammatory response, which, if excessive or unchecked, might lead to the development of autoimmune diseases such as systemic lupus erythematosus or rheumatoid arthritis (Ahn et al., 2012; Kawane et al., 2006; Jeremiah et al., 2014; Wang et al., 2015).

STING homologs are present in almost all animal phyla (Wu et al., 2014; Margolis et al., 2017; Kranzusch et al., 2015). This protein has been extensively studied in mammalian immune response; however, the role of STING in the innate immunity of insects has been just recently identified (Hua et al., 2018; Goto et al., 2018; Liu et al., 2018; Martin et al., 2018). Fruit fly *D. melanogaster STING* homolog is encoded by the *CG1667* gene, which we hereafter refer to as *dSTING*. dSTING displays anti-viral and anti-bacterial effects that however are not all encompassing. Particularly, it has been shown that dSTING-deficient flies are more susceptible to *Listeria* infection due to the decreased expression of antimicrobial peptides (AMPs) – small positively charged proteins that possess antimicrobial properties against a variety of microorganisms (Martin et al., 2018). However, no effect has been observed during *Escherichia coli* or *Micrococcus luteus* infections (Goto et al., 2018). dSTING has been shown to attenuate Zika virus infection in fly brains (Liu et al., 2018) and participate in the control of infection by two picorna-like viruses (DCV and CrPV) but not two other RNA viruses FHV and SINV or dsDNA virus IIV6 (Goto et al., 2018; Martin et al., 2018). All these effects are linked to the activation of NF-κB transcription factor Relish (Kleino and Silverman, 2014).

Immune system is tightly linked with metabolic regulation in all animals, and proper re-distribution of the energy is crucial during immune challenges (Odegaard and Chawla, 2013; Alwarawrah et al., 2018; Lee and Lee, 2018). In both flies and humans, excessive immune response can lead to a dysregulation of metabolic stores. Conversely, the loss of metabolic homeostasis can result in weakening of the immune system. The mechanistic links between these two important systems are integrated in *Drosophila* fat body (Arrese and Soulages, 2010; Buchon et al., 2014). Similarly to mammalian liver and adipose tissue, insect fat body stores excess nutrients and mobilizes them during metabolic shifts. The fat body also serves as a major immune organ by producing AMPs during infection. There is an evidence that the fat body is able to switch its transcriptional status from ‘anabolic’ to ‘immune’ program (Clark et al., 2013). The main fat body components are lipids, with triacylglycerols (TAGs) constituting approximately 90% of the stored lipids (Canavoso et al., 2001). Even though most of the TAGs stored in fat body comes from the dietary fat originating from the gut during feeding, de novo lipid synthesis in the fat body also significantly contributes to the pool of storage lipids (Heier and Kühnlein, 2018; Wicker-Thomas et al., 2015; Parvy et al., 2012; Garrido et al., 2015).

Maintaining lipid homeostasis is crucial for all organisms. Dysregulation of lipid metabolism leads to a variety of metabolic disorders such as obesity, insulin resistance and diabetes. Despite the difference in physiology, most of the enzymes involved in metabolism, including lipid metabolism, are evolutionarily and functionally conserved between *Drosophila* and mammals (Lehmann, 2018; Toprak et al., 2020). Major signaling pathways involved in metabolic control, such as insulin system, TOR, steroid hormones, FOXO, and many others, are present in fruit flies (Brogiolo et al., 2001; Oldham et al., 2000; Jünger et al., 2003; King-Jones and Thummel, 2005). Therefore, it is not surprising that *Drosophila* has become a popular model system for studying metabolism and metabolic diseases (Teleman, 2009; Owusu-Ansah and Perrimon, 2014; Musselman and Kühnlein, 2018; Baker and Thummel, 2007; Liu and Huang, 2013; Graham and Pick, 2017; Diop and Bodmer, 2015). With the availability of powerful genetic tools, *Drosophila* has all the advantages to identify new players and fill in the gaps in our understanding of the intricacies of metabolic networks.

In this work, we describe a novel function of dSTING in lipid metabolism. We report that flies with a deletion of *dSTING* are sensitive to the starvation and oxidative stress. Detailed analysis reveals that *dSTING* deletion results in a significant decrease in the main storage metabolites, such as TAG, trehalose, and glycogen. We identified two fatty-acid biosynthesis enzymes – acetyl-CoA carboxylase (ACC) and fatty acid synthase (FASN) – as the interacting partners for dSTING. Moreover, we also found that FASN and ACC interacted with each other, indicating that all three proteins might be components of a large complex. Importantly, *dSTING* deletion leads to the decreased FASN activity and defects in ACC cellular localization suggesting a direct role of dSTING in lipid metabolism of fruit flies.

## Results

### *Drosophila STING* mutants are sensitive to starvation and oxidative stress

Previously, we described a large genomic deletion that included *orc6* gene and the neighboring *CG1667 (dSTING*) gene, which at that time was not characterized (Balasov et al., 2009). To create a specific *dSTING* mutation, we used the method of *P-*element imprecise excision. A *P*-element-based transposon *P{EPgy2} Sting^EY0649^*, located 353 base pairs upstream of the *dSTING* start codon, was excised by Δ2–3 transposase. *dSTINGΔ* allele contained deletion of 589 base pairs including start codon, first exon, and part of the second exon (Figure 1A). Homozygous *dSTINGΔ* mutant flies are viable with no obvious observable phenotype.

**Figure 1.**
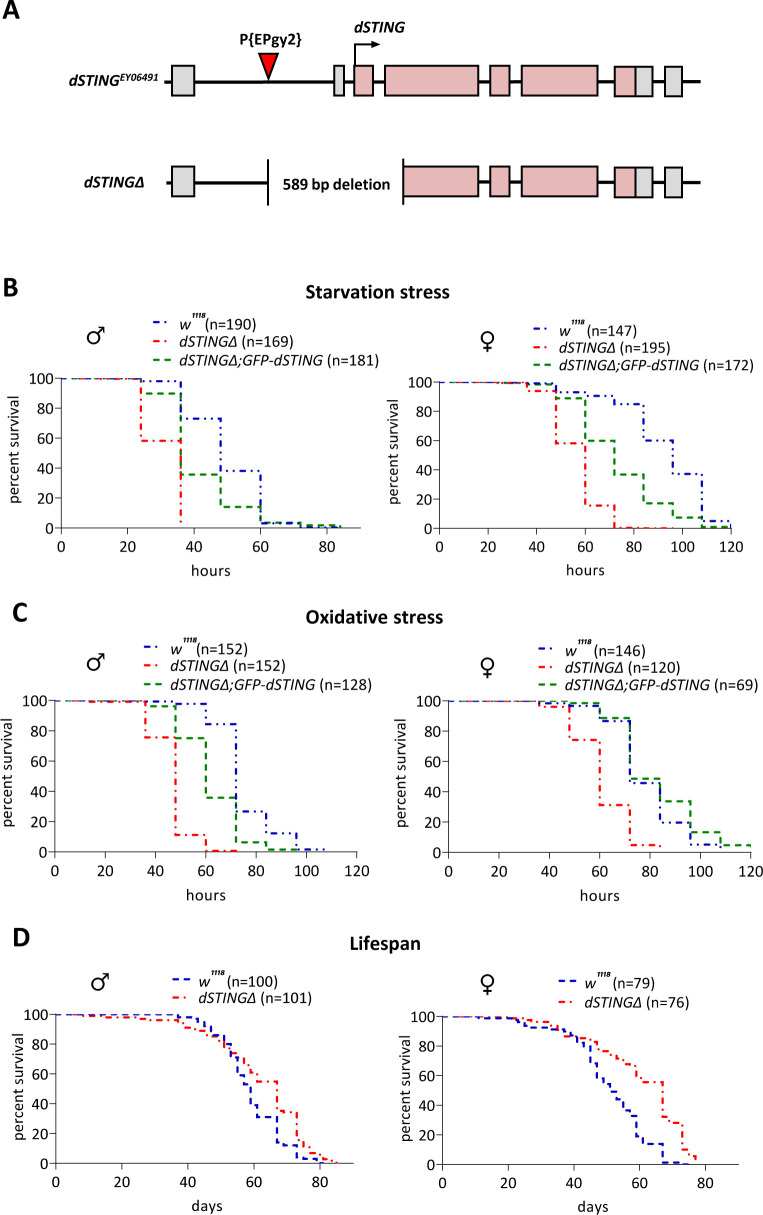
*Drosophila STING* mutants are susceptible to starvation and oxidative stress but have normal life span. (**A**) Generation of the *Drosophila STING* deletion mutant. *dSTING* deletion mutant was generated by imprecise excision of P-element *P{EPgy2}STING^EY06491^. dSTINGΔ* allele contains a deletion of 589 base pairs including start codon, first exon, and part of the second exon of *dSTING*. Exons are shown as pink-colored rectangles. The position of the P-element insertion is indicated by the red triangle. (**B**) Starvation stress resistance of males and females. Five-day-old flies were kept on PBS only and percentages of surviving flies were counted every 12 hr. (**C**) Oxidative stress resistance of males and females. Five-day-old flies were kept on food supplemented with 5% hydrogen peroxide and percentages of surviving flies were counted every 12 hr. (**D**) Lifespan of males and females. Flies were kept on regular food and percentages of surviving flies were counted. (**B**–**D**) Genotypes used were: control flies – *w^1118^*, flies with *dSTING* deletion – *dSTINGΔ,* genetic rescue – *dSTINGΔ;GFP-dSTING*. Percentages of surviving flies at each time point are shown. The number of flies analyzed is shown in chart legend for each genotype. Log-rank test yielded p<0.001 for all pairwise comparisons except for (**C**): *w^1118^* vs *dSTINGΔ;GFP-dSTING* females under oxidative stress showed no statistical significance (p=0.121). Figure 1—source data 1.Source file for survival curves.

**Figure 1—figure supplement 1.**
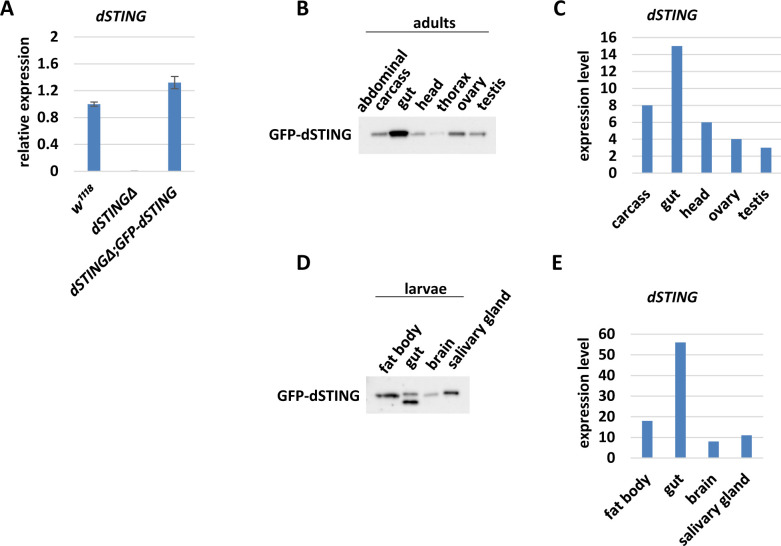
GFP-tagged *Drosophila STING* expression in different tissues. (**A**) Transcription of *dSTING* in wild type (*w^1118^*), mutant (*dSTINGΔ*), or ‘rescued’ (*dSTINGΔ;GFP-dSTING*) flies was measured by RT-qPCR. The bars indicate *dSTING* relative expression levels. Values were normalized to the wild type (*w^1118^*). (**B**) Expression of GFP-tagged *Drosophila STING* (under the native *dSTING* promoter) in 5 days old adult organs and tissues of *dSTINGΔ;GFP-dSTING* flies. Ten micrograms of extract was loaded per well. GFP-dSTING was detected using anti-GFP antibody. (**C**) modENCODE tissue expression data for adult tissues (Brown et al., 2014). (**D**) Expression of GFP-tagged *Drosophila STING* (under the native *dSTING* promoter) in *dSTINGΔ;GFP-dSTING* third-instar larvae organs and tissues. Ten micrograms of extract was loaded per well. GFP-dSTING was detected using anti-GFP antibody. In gut samples, GFP-dSTING was detected as a double band, probably reflecting the proteolysis by gut enzymes. (**E**) modENCODE tissue expression data for larval tissues (Brown et al., 2014). Figure 1—figure supplement 1—source data 1.Source file for GFP-dSTING expression. Figure 1—figure supplement 1—source data 2.Source file for GFP-dSTING expression (adult tissues). Figure 1—figure supplement 1—source data 3.Source file for GFP-dSTING expression (larval tissues).

**Figure 1—figure supplement 2.**
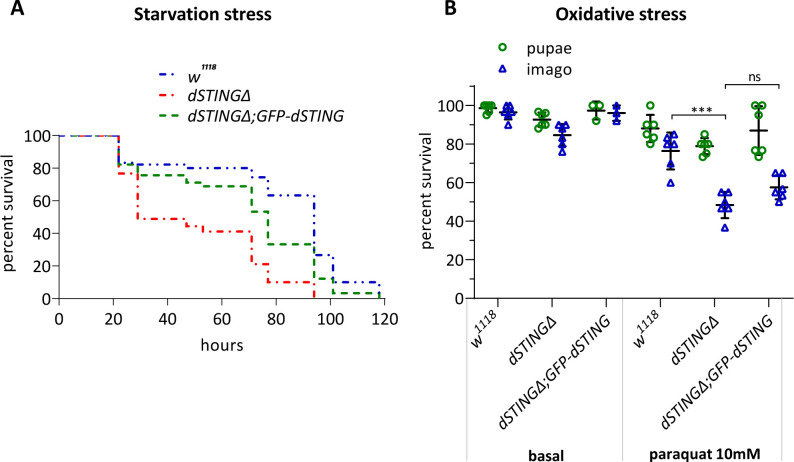
*Drosophila STING* mutant larvae are susceptible to starvation and oxidative stress. (**A**) Starvation stress resistance. Late second-instar larvae were transferred to media containing 1% agarose in water and surviving larvae were counted. Total of 90 larvae were analyzed for each genotype. Log-rank test yielded p<0.01 for all paired comparisons. (**B**) Oxidative stress resistance. Early third-instar larvae were transferred to the media containing regular food only or regular food supplemented with 10 mM paraquat. Percentages of pupae formed and imago eclosed are shown on the graph. Less imago eclosed in *dSTINGΔ* mutants as compared to the control (*w^1118^*) under oxidative stress conditions. One-way ANOVA with Tukey’s post-hoc test. ***p<0.001, ns indicates statistically non-significant. Genotypes used were: control flies – *w^1118^*, flies with *dSTING* deletion – *dSTINGΔ,* genetic rescue – *dSTINGΔ;GFP-dSTING*.

**Figure 1—figure supplement 3.**
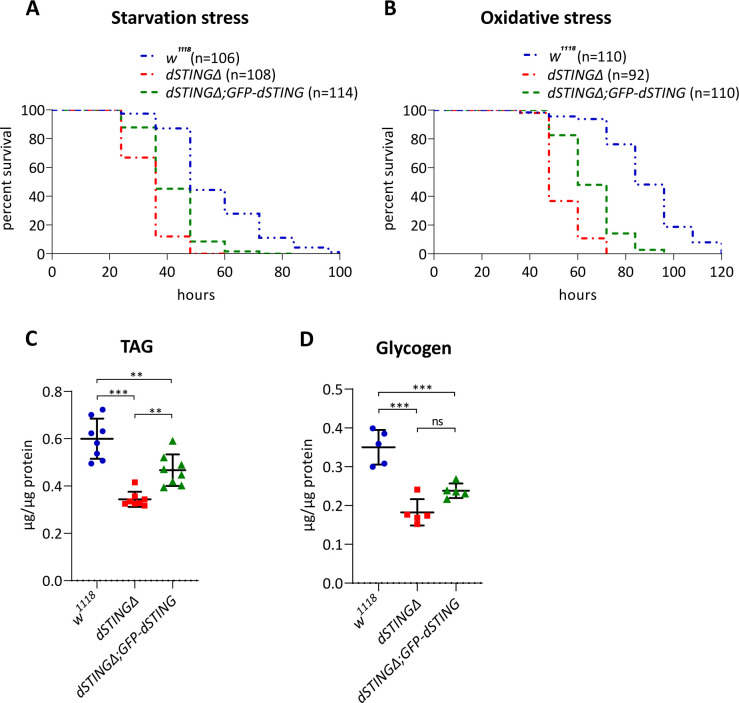
*Drosophila STING* mutants are susceptible to starvation and oxidative stress and have decreased TAG and glycogen levels under axenic condition. (**A**) Starvation stress resistance of axenic males. Five-day-old male flies were kept on PBS only and surviving flies were counted every 12 hr. (**B**) Oxidative stress resistance of axenic males. Five-day-old male flies were kept on food supplemented with 5% hydrogen peroxide and surviving flies were counted every 12 hr. Percentages of surviving flies at each time point are shown. The number of flies analyzed is shown in chart legend for each genotype. Log-rank test yielded p<0.001 for all pairwise comparisons. (**C**) TAG and (**D**) glycogen levels were measured in the total body of fed 5-day-old axenic males. Levels of metabolites are shown per µg of total protein. The number of experiments for each genotype is indicated. Data are represented as mean ± SD. One-way ANOVA with Tukey’s post hoc test. **p<0.01, ***p<0.001, ns indicates statistically non-significant. Genotypes used were: control flies – *w^1118^*, flies with *dSTING* deletion – *dSTINGΔ,* genetic rescue – *dSTINGΔ;GFP-dSTING*.

The role of dSTING in anti-viral and anti-bacterial defense in *Drosophila* has been established recently (Martin et al., 2018; Goto et al., 2018; Liu et al., 2018). Since the changes in immune response are often accompanied by a dysregulation of metabolic homeostasis and vice versa (Zmora et al., 2017; Odegaard and Chawla, 2013; Alwarawrah et al., 2018), we analyzed *dSTINGΔ* mutant flies for the defects in metabolism. A response to the metabolic stress is a good indicator of defects in metabolism; therefore, we subjected flies to a starvation stress and an oxidative stress. After the eclosion, flies were kept on regular food for 5 days and then transferred to vials containing wet Whatman paper (starvation stress) or to vials containing regular food supplemented with 5% hydrogen peroxide (oxidative stress). The percentages of surviving flies were counted every 12 hr. We found that *dSTINGΔ* mutant flies were sensitive to both starvation and oxidative stress as compared to the control flies (Figure 1B,C).

To confirm that the observed phenotypes are not due to off-target effects, we designed fly strain containing GFP-tagged wild-type *dSTING* (under the native *dSTING* promoter) on the *dSTINGΔ* deletion background. The level of *dSTING* expression in *dSTINGΔ;GFP-dSTING* flies was the same as in control flies (Figure 1—figure supplement 1A). We also looked at the expression pattern of *GFP-dSTING* across adult and larval tissues. The highest level of the expression was observed in the digestive tract in both adults and larvae. *GFP-dSTING* was also expressed at the high level in the larval fat body and adult abdominal carcasses which are enriched in fat body cells (Zhao and Karpac, 2017; Molaei et al., 2019; Lórincz et al., 2017; Figure 1—figure supplement 1B,D). Our results were consistent with the modENCODE Tissue Expression Data for *dSTING* (Brown et al., 2014; Figure 1—figure supplement 1C,E).

Importantly, the expression of *GFP-dSTING* partially or entirely rescued the sensitivity of *dSTINGΔ* deletion flies to both starvation and oxidative stress (Figure 1B,C), suggesting that the observed phenotypes are caused by dSTING deficiency. The larvae carrying *dSTINGΔ* deletion were also more susceptible to both types of stress (Figure 1—figure supplement 2). The deletion of *dSTING* had no effect on the total lifespan of fed flies in both males and females. Moreover, the age-related mortality was slightly reduced, especially for the females (Figure 1D).

It is possible that the increased sensitivity to starvation and oxidative stress that we observed in *dSTINGΔ* flies is caused by a lowered defense against commensal or pathogenic bacteria in the absence of *dSTING*. To test this hypothesis, we generated axenic, or germ-free, flies. We found that under axenic condition *dSTINGΔ* mutants exhibited the same response to the starvation and oxidative stress as *dSTINGΔ* non-axenic flies (Figure 1—figure supplement 3A,B). This suggests that diminished immune response against bacteria is not likely to be the cause of the observed phenotypes.

Collectively, our data suggest that the deletion of *Drosophila STING* results in an increased susceptibility of flies to starvation and to oxidative stress.

### *Drosophila STING* mutants have decreased storage metabolites

The ability of an organism to store nutrients when they are abundant is crucial for its survival during periods of food shortage. Triacylglycerols (TAGs), glycogen, and trehalose are the major metabolites for a carbon storage in *Drosophila*. Dietary glucose absorbed from the gut is quickly converted to trehalose, which is a main hemolymph sugar in insects. Glycogen is another form of a carbohydrate storage that accumulates in the fat body and muscles. Finally, most energy reserves in insects are in the form of lipids, particularly TAGs that are stored in the lipid droplets of the fat body (Canavoso et al., 2001).

We measured storage metabolite levels along with glucose level in fed or 24 hr starved adult males. Under fed conditions, TAG level was decreased twofold in *dSTINGΔ* mutants compared with the control flies. Under starved conditions, TAG level dropped dramatically to about 1/8 of the level in the control flies (Figure 2A). Glycogen and trehalose levels were also significantly decreased in *dSTINGΔ* mutants in both fed and starved flies (Figure 2B,C). Interestingly, glucose level was increased under fed condition (Figure 2D, fed), suggesting that *dSTINGΔ* mutant flies might have either a decreased incorporation of ingested glucose into trehalose or glycogen, or an increased breakdown of these storage molecules. Nevertheless, when flies were starved for 24 hr, glucose level in *dSTINGΔ* mutants dropped and was twofold lower than in control flies (Figure 2D, starved). In the fed flies, the expression of GFP-tagged *dSTING* partially rescued the mutant phenotypes for all measured metabolites (Figure 2A–D, fed). However, under starved condition, the rescue was observed only for TAG level (Figure 2A–D, starved). Importantly, axenic *dSTINGΔ* mutants still showed decreased TAG and glycogen levels as compared to the axenic control flies (Figure 1—figure supplement 3C,D), suggesting that the lowered storage metabolite levels are not due to the diminished immune response against bacteria.

**Figure 2.**
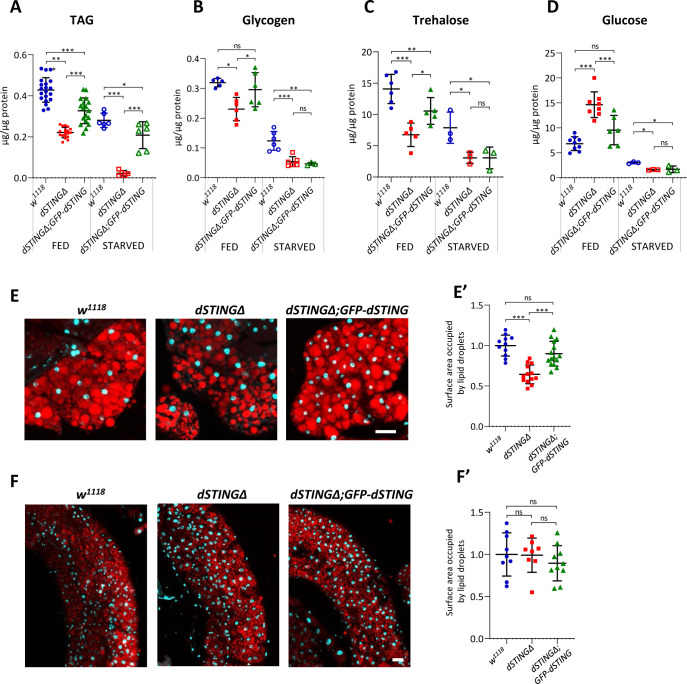
Storage metabolites are significantly decreased in *Drosophila STING* mutants. (**A–D**) Metabolites levels in fed or 24 hr starved 5-day-old males. TAG (**A**) and glycogen (**B**) levels were measured in the total body. Trehalose (**C**) and glucose (**D**) levels were measured in the hemolymph. Levels of metabolites are shown per µg of total protein. Data are represented as mean ± SD. One-way ANOVA with Tukey’s post hoc test. *p<0.05, **p<0.01, ***p<0.001, ns indicates statistically non-significant. (**E, F**) Staining of male adult tissues for lipid content. Fat bodies (**E**) or midguts (**F**) were stained with Nile Red (red) that labels lipid droplets. Nuclei were stained with DAPI (blue). Scale bar 20 µm. (**E’, F’**) Quantification of surface area occupied by lipid droplets in fat bodies (**E’**) and midguts (**F’**). Values are normalized to the wild type (*w^1118^*). Data are represented as mean ± SD. One-way ANOVA with Tukey’s post hoc test. ***p<0.001, ns indicates statistically non-significant. Genotypes used were: control flies – *w^1118^*, flies with *dSTING* deletion – *dSTINGΔ,* genetic rescue – *dSTINGΔ;GFP-dSTING*. Figure 2—source data 1.Source file for metabolite levels.

**Figure 2—figure supplement 1.**
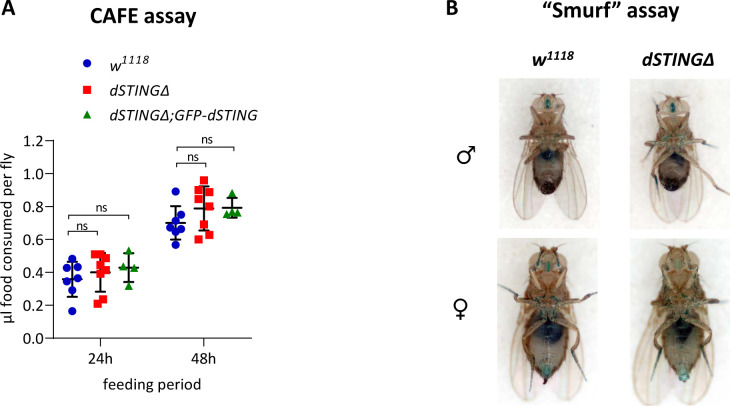
Food ingestion is not compromised in *Drosophila STING* mutant flies. (**A**) Capillary feeder (CAFE) assay. The amount of food consumed by each fly is shown during time period indicated. The number of experiments for each genotype is indicated. Data are represented as mean ± SD. One-way ANOVA with Tukey’s post hoc test. **p<0.01, ***p<0.001, ns indicates statistically non-significant. (**B**) “Smurf” assay. Flies were kept on food containing blue dye for 12 hr and then checked for the presence of the dye outside of the digestive tract which would mean the loss of gut integrity. In both wild-type and *dSTINGΔ* mutants, blue dye is observed only in digestive tract suggesting no defects in intestinal permeability. Genotypes used were: control flies – *w^1118^*, flies with *dSTING* deletion – *dSTINGΔ,* genetic rescue – *dSTINGΔ;GFP-dSTING*.

**Figure 2—figure supplement 2.**
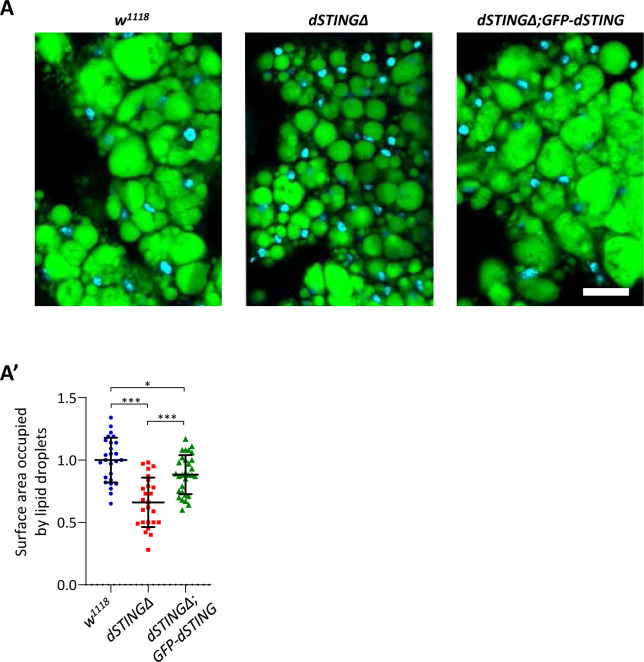
*Drosophila STING* mutants have reduced TAG storage in fat body. (**A**) Fat bodies of fed 5-day-old adults were stained with LipidTox (green) and DAPI (blue). Scale bar 20 µm. (**A’**) Quantification of lipid droplets area in fat bodies. Values are normalized to wild type (*w^1118^*). Data are represented as mean ± SD. Number of samples analyzed is shown for each genotype. One-way ANOVA with Tukey’s post-hoc test. ***p<0.001, *p<0.05. Genotypes used were: control flies – *w^1118^*, flies with *dSTING* deletion – *dSTINGΔ,* genetic rescue – *dSTINGΔ;GFP-dSTING*.

**Figure 2—figure supplement 3.**
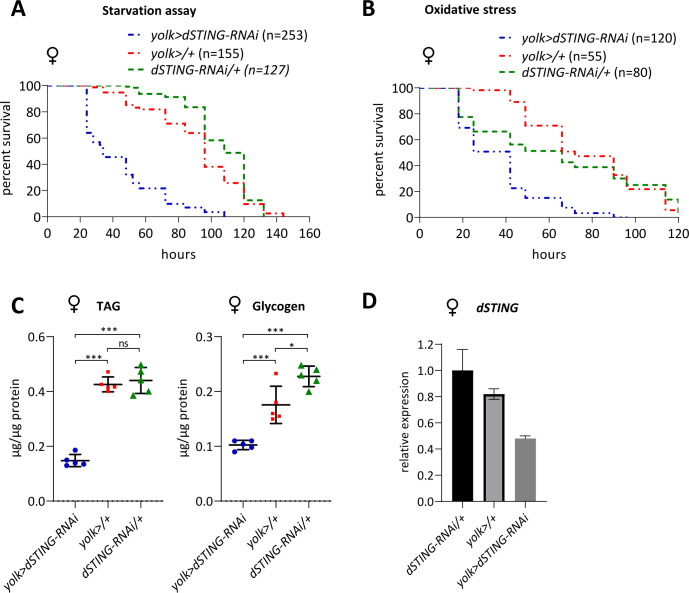
Fat body-specific RNAi of *Drosophila STING* results in increased sensitivity to starvation and oxidative stress and decreased TAG and glycogen levels. (**A**) Starvation stress resistance of females. Five-day-old flies were kept on PBS only and percentages of surviving flies were counted. (**B**) Oxidative stress resistance of females. Five-day-old flies were kept on food supplemented with 5% hydrogen peroxide and percentages of surviving flies were counted. (**C**) TAG and glycogen levels in females were measured in the total body. Levels of metabolites are shown per µg of total protein. Data are represented as mean ± SD. One-way ANOVA with Tukey’s post hoc test. *p<0.05, ***p<0.001, ns indicates statistically non-significant. (**D**) Transcription of *dSTING* in control flies (*yolk>/+* and *dSTING-RNAi/+*) and flies with RNAi of *dSTING* specifically in adult fat body (*yolk> dSTING* RNAi) was measured by RT-qPCR. The bars indicate *dSTING* relative expression levels. Values were normalized to the RNAi control (*dSTING-RNAi/+*). Data are represented as mean ± SD, n = 3–4. (**A, B**) The number of flies analyzed is shown in chart legend for each genotype. Log-rank test yielded p<0.001 for all pairwise comparisons except for (**A**): *yolk>/+* vs *dSTING-RNAi/+* under starvation stress p=0.121. *yolk-GAL4* expresses only in female fat body; therefore, only females were used for experiments.

Two RNAi screens for obesity and anti-obesity genes in *Drosophila* did not reveal any significant changes in TAG level in dSTING-deficient flies (Pospisilik et al., 2010; Baumbach et al., 2014). The potential discrepancy with our data might be explained by the fact that in both mentioned studies RNAi was induced only 2–8 days after the eclosion, whereas in our study, dSTING was absent from the very beginning of the development.

One of the possible explanations for the decreased storage metabolites might be a decrease in food consumption. To test this possibility, we used capillary feeder (CAFE) assay (Ja et al., 2007), which showed that it was not the case, and *dSTINGΔ* mutant flies consumed food at the same rate as control flies (Figure 2—figure supplement 1A).

Also, a compromised gut barrier function could potentially lead to a decreased nutrient absorption and susceptibility to starvation stress. To assess an intestinal permeability in vivo we performed ‘smurf’ assay (Rera et al., 2012). Flies were fed blue dye and checked for the presence of the dye outside of the digestive tract. ‘Smurf’ assay did not reveal any loss of gut wall integrity in *dSTINGΔ* mutants (Figure 2—figure supplement 1B).

Together, these data indicate that a deletion of *dSTING* results in the decreased levels of storage molecules, with the effect most pronounced for TAGs.

### Lipid metabolism is impaired in *Drosophila STING* mutants

Among measured metabolites, the effect of *dSTING* mutation on TAG level was the most pronounced. Moreover, the expression of *GFP-dSTING* on *dSTINGΔ* mutant background partially rescued TAG levels under both fed and starved conditions (Figure 2A). Therefore, we decided to take a closer look at the lipid metabolism in the absence of dSTING. In insects, TAGs are stored mainly in the fat body and midgut in the form of cytoplasmic lipid droplets. To visualize the lipid stores, we stained fat bodies and midguts of adult flies with Nile Red dye that selectively labels lipids within the cells (Figure 2E,F). Fat bodies of *dSTINGΔ* mutant flies contained significantly fewer lipids as compared to the control flies (Figure 2E,E’). The expression of *GFP-dSTING* rescued this phenotype. Staining with the another lipid-specific dye, LipidTox, showed similar results (Figure 2—figure supplement 2). Interestingly, lipid droplet content in midguts was not decreased in *dSTINGΔ* mutants (Figure 2F,F’), indicating that only the fat body lipid storage was affected.

Next, we performed *dSTING* RNAi using female fat-body-specific *yolk-GAL4* driver. Flies with reduced *dSTING* expression specifically in fat body were more susceptible to the starvation stress and oxidative stress, and had reduced TAG and glycogen levels (Figure 2—figure supplement 3), highlighting the role of dSTING in fat body functions.

To gain an insight into gene expression changes in the absence of *dSTING*, we performed microarray analysis of *dSTINGΔ* mutant and control flies under the fed and 24 hr starved conditions. 

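The array signal of *dSTING* (CG1667) was 5.85 ± 0.42 on the log2 scale (SD, n = 3 arrays) in control fed flies and 2.24 ± 0.23 in *dSTINGΔ* fed flies. In starved flies it was 5.37 ± 0.13 in the control and 2.49 ± 0.11 in the mutant. The log2 fold change was -3.60 under fed conditions (standard error 0.18, adjusted p = 7.5e-08 from limma) and -2.88 under starved conditions (standard error 0.18, adjusted p = 7.1e-07 from limma), and every mutant array lay below every control array of the same feeding state. The *dSTINGΔ* allele lacks the start codon, the first exon and part of the second exon, and the table of values does not say which part of the gene its probes cover. The mutant values lie near the lower end of the table, whose lowest value is 1.11, so these fold changes are lower limits if the mutant makes no transcript. Total RNA was taken from whole bodies of 10 males per sample, aged 5 days, that had spent 4 days on food and were then fed or kept on moist filter paper for 24 hr. Control flies were *w*1118, and each of the 4 groups had 3 arrays. With 1 mutant and 1 control stock, effects of the allele cannot be told apart from other differences between the stocks. The authors normalized the arrays by robust multi-array averaging and deposited 1 log2 value per gene and array for 13554 genes. Log2 fold changes, standard errors and adjusted p-values come from a limma model of all 12 arrays with 1 mean per group, adjusted over the 13554 genes by the Benjamini-Hochberg method. Groups of related genes were taken from 31 lists that were written before the data were examined but after Supplementary file 1 and Figure 3 of the paper had been read. The direction of any list that holds genes or themes seen there, neuronal signaling included, is not independent evidence. To complete a count of 5 or fewer, further members are named that were chosen after their values were seen. A list's shift relative to all other genes was tested with limma's camera at a preset correlation of 0.01 between genes, adjusted over the 31 lists. No list passed an adjusted p of 0.05 in any comparison once the correlation between genes was estimated from the arrays, and 3 arrays per group limit the precision of every value.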

Under fed conditions, microarray analysis revealed a significant change in 672 transcripts (more than 1.4 fold change), with 381 transcripts expressed at reduced levels and 291 transcripts at elevated levels. 

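The genes that rose most in *dSTINGΔ* fed flies included 2 cytochrome P450 enzymes of the kind that oxidize foreign compounds, *Cyp12d1-d* (log2 fold change 5.39, standard error 0.20, adjusted p = 3.6e-09 from limma) and *Cyp6a2* (3.97, standard error 0.11, adjusted p = 2.4e-10). A transfer RNA gene, *tRNA:CR30298*, rose by 5.46, the chimeric gene *Qtzl* by 3.85, the Jonah-family digestive protease *Jon65Aii* by 2.80 and the mucin-related *Muc4B* by 2.78, and *CG33346* (3.54) and *CG42759* (2.81) were the others of the 8 largest rises. The largest falls were those of *CG32581* (log2 fold change -6.33, standard error 0.14, adjusted p = 3.9e-11 from limma) and *CG13675* (-4.80). They were followed by the small nucleolar RNA *snoRNA:Psi28S-3186* (-4.27), *CG14369* (-4.15), *dSTING* itself, *CG14957* (-3.48), *CG11023* (-3.42) and the cuticle protein *Cpr67Fb* (-3.27). These genes were chosen among called genes whose groups do not overlap. Among 5 measured metallothioneins, small proteins that bind metal ions, 2 rose, *MtnC* (1.87) and *MtnA* (0.57), and none fell. Counts adjusted over the list alone were 3 higher and 0 lower (camera adjusted p = 0.00606, and adjusted p = 0.697 with an estimated correlation). Of 13554 genes, 841 were higher and 849 lower in *dSTINGΔ* fed than in control fed flies at an adjusted p under 0.05. With a fold change over 1.4 as well, 1020 genes passed, 448 higher and 572 lower, and over 2 fold 86 were higher and 153 lower. The 3 mutant and 3 control arrays did not overlap in 3817 genes (28.2%), where chance alone gives 10%. The 1690 calls became 923 in a fit of these 6 arrays alone, 1115 without control fed replicate 3, 1082 without *dSTINGΔ* fed replicate 2 and 973 without *dSTINGΔ* fed replicate 3, but 2159 without control fed replicate 1 and 2745 with array quality weights. The 1020 calls over 1.4 fold became 492 when only the 6777 genes above the median signal were tested. They became 611 over the 7337 genes that the authors' table marks as filtered, a setting chosen after seeing the data. Both settings test fewer than the 13554 genes, so smaller counts there do not by themselves show weaker effects.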

Under starved conditions, the expression of 1452 genes was altered in *dSTINGΔ* mutants, with 797 downregulated and 655 upregulated genes (Supplementary file 1).

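*Cyp12d1-d* rose by 6.50 on the log2 scale in *dSTINGΔ* starved flies (standard error 0.20, adjusted p = 4.9e-10 from limma), *tRNA:CR30298* by 5.05, *Qtzl* by 3.53, *Cyp6a2* by 3.37 and the metal-binding *MtnD* by 2.81. *CG32581* fell by 6.29, *CG13675* by 5.16, *CG14957* by 4.57 and *Ugt35b*, which attaches sugars to small lipophilic molecules, by 3.84 (standard error 0.12, adjusted p = 4.9e-10 from limma). The 16 genes of purine synthesis and the folate cycle had a median log2 fold change of 0.26, with 11 members above 0 (camera adjusted p = 0.0123, and adjusted p = 0.461 with an estimated correlation). The test of this list did not pass with the 6 arrays alone (0.0571). Of 43 genes of nutrient signaling and autophagy, 15 rose, among them the insulin-like peptide *Ilp2* (1.29) and the autophagy kinase *Atg1* (1.09), and 4 fell, the transcription factor *sug* (-1.07), *Ilp3*, *AkhR* and *Atg13*. Adjusted over the list alone, 15 rose and 5 fell (camera adjusted p = 0.00172, and adjusted p = 0.461 with an estimated correlation). All 5 metallothioneins rose, with a median log2 fold change of 1.97. There were 5 higher and 0 lower members adjusted over the list alone (camera adjusted p = 3.2e-05, and adjusted p = 0.363 with an estimated correlation). In all, 1221 genes were higher and 1484 lower in *dSTINGΔ* starved than in control starved flies at an adjusted p under 0.05, of which 703 and 917 changed over 1.4 fold. The excess of lower genes depends on the scaling of the arrays: 45.1% of these calls were higher, but 53.7% of 2761 when each array was centred on its median. The 3 arrays of each group did not overlap in 5770 genes (42.6%), where chance alone gives 10%. In both feeding states 390 genes were higher and 521 lower in the mutant, where independent lists of these sizes would share 75.8 and 93.0, and 11 genes moved in opposite directions. These 2 comparisons share no arrays, and across genes, which are not independent replicates, their fold changes had a Pearson r of 0.624. The 2705 calls became 1688 without control starved replicate 2, 1760 without *dSTINGΔ* starved replicate 2 and 4563 with array quality weights. The 1620 calls over 1.4 fold became 948 when only the 6777 genes above the median signal were tested, out of 13554. A smaller count over fewer genes does not by itself show a weaker effect.

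**Figure D1:**
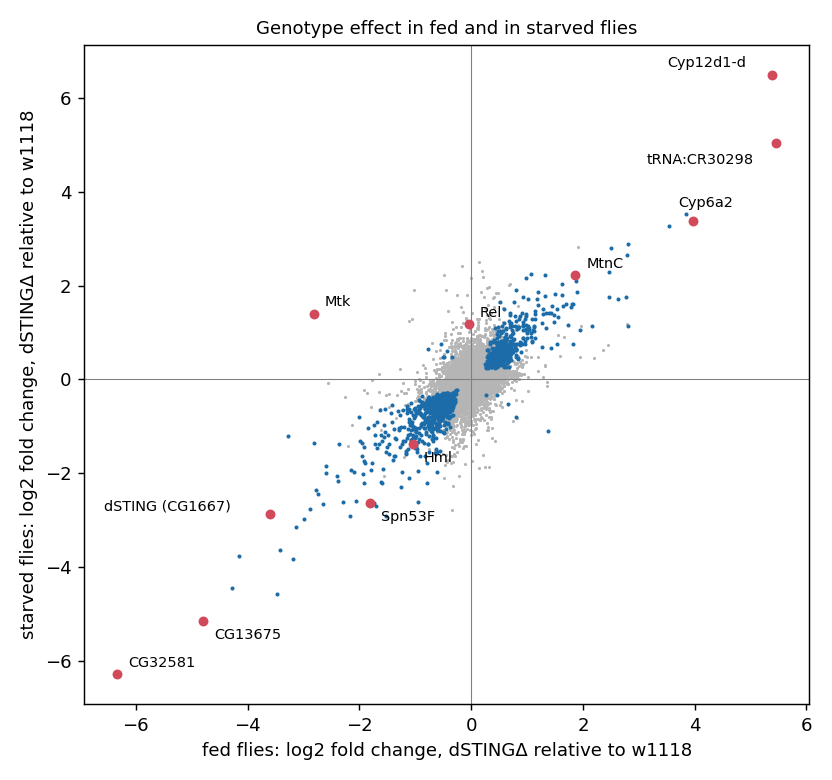
Log2 fold change of *dSTINGΔ* relative to control flies under fed conditions (horizontal axis) and under starved conditions (vertical axis), 1 point per gene, with genes past an adjusted p of 0.05 in both comparisons in blue and named genes in red. *CG32581* lies at -6.33 and -6.29, *Cyp12d1-d* at 5.39 and 6.50, and *Mtk*, which passed in neither, at -2.82 and 1.40.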

Principal component analysis (PCA) is a common method for the analysis of gene expression data, providing an information on the overall structure of the analyzed dataset (Lever et al., 2017). PCA plot for our microarray data showed that the sample groups separated along the PC1 axis (which explained 29% of all variance in the experiment), with the greatest separation between the control fed and mutant starved groups (Figure 3A). 

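*Ppn*, a matrix protein made by hemocytes, had log2 values of 7.33 ± 0.20 in control fed, 6.24 ± 0.03 in *dSTINGΔ* fed, 6.82 ± 0.10 in control starved and 5.53 ± 0.17 in *dSTINGΔ* starved flies (SD, n = 3 arrays). *Acp76A*, a seminal fluid protein of the accessory gland, had 7.82 ± 0.49 in control fed, 7.38 ± 0.38 in *dSTINGΔ* fed, 5.74 ± 0.09 in control starved and 3.97 ± 0.48 in *dSTINGΔ* starved flies. *ade2*, an enzyme of purine synthesis, had 6.08 ± 0.10 in control fed, 5.68 ± 0.08 in *dSTINGΔ* fed, 7.21 ± 0.55 in control starved and 8.66 ± 0.28 in *dSTINGΔ* starved flies. The control fed arrays lay at 0.386 ± 0.123 on PC1 (SD, n = 3, unit-length axis) and the *dSTINGΔ* starved arrays at -0.411 ± 0.0363, a difference of 0.797 and the largest among the 6 pairs of groups. The *dSTINGΔ* fed arrays lay at 0.0281 ± 0.0539 and the control starved arrays at -0.00374 ± 0.0483, between the other groups and without overlap with either of them. Each of these separations had an exact permutation p of 0.1 (two-sided), the smallest that 3 arrays against 3 allow. PC1 explained 29.3% of the variance over all 13554 genes scaled to a standard deviation of 1, PC2 21.0% and PC3 15.0%.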

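Several genes changed in the same direction in *dSTINGΔ* fed flies and in control starved flies, each compared with control fed flies. The odorant-binding protein gene *Obp99b* fell by 2.81 on the log2 scale in *dSTINGΔ* fed flies (adjusted p = 3.1e-05 from limma) and by 2.82 in control starved flies (adjusted p = 1.5e-04). The antimicrobial peptide gene *Drsl5* fell by 1.59 and 0.80, and the synaptic adhesion genes *CadN* (0.86 and 0.67) and *Nlg1* (0.78 and 0.65) rose. Other genes did not move together. *CG4500*, an acyl-CoA synthetase, fell by 0.62 in *dSTINGΔ* fed flies (adjusted p = 0.0369 from limma) and rose by 2.27 in control starved flies (adjusted p = 5.3e-05), and *Cyp6a2*, which rose in the mutant, had 0.36 in control starved flies (adjusted p = 0.0555). The 48 neuronal genes had 16 rises and 0 falls in control starved flies. With p-values adjusted over the list alone, 26 rose and 0 fell (camera adjusted p = 2.3e-12, and adjusted p = 0.479 with an estimated correlation). Their median log2 fold change there was 0.44, and 0.14 with 3 rises once each array's score on the leading axis of the within-group deviations, a covariate chosen after seeing the data, was included (camera adjusted p = 2.0e-05). Over all genes, 181 rose and 189 fell in both comparisons, where independent lists of these sizes would share 47.8 and 47.1, while 54 moved in opposite directions. Both comparisons use the same 3 control fed arrays, too few to be split into 2 groups of at least 2, so part of this excess may come from those arrays. The Pearson r of the fold changes across genes was 0.341 (covariance 0.0381). In 1000 simulations with shared controls and no effect, the median r was 0.544 and the mean covariance 0.0111. The central 95% ran from -0.321 to 0.909 for r and from -0.00503 to 0.0394 for the covariance. Without effects r is set by the shared control, and even unrelated effects would lower it, so these values of r are not comparable. The observed covariance lay 0.0270 above the simulated mean and inside the simulated range. The main effects of genotype and of starvation over all 12 arrays had an r of 0.326 and a covariance of 0.0361. In 1000 simulations without effect, the central 95% ran from -0.772 to 0.736 for r and from -0.0111 to 0.00985 for the covariance. The errors of these main effects are uncorrelated only if the 4 groups have the same spread. Control fed arrays deviated from their group mean by 0.209, 0.154 and 0.199 (root mean square, log2), and the other arrays by 0.116 to 0.165. The simulations drew from residuals pooled over all groups, so their ranges may be too narrow. Along PC1 the *dSTINGΔ* fed and control starved arrays overlapped, with means that differed by 0.0319 (exact permutation p = 0.6, two-sided). Along PC3, which held 15.0% of the variance, they did not overlap: the means were -0.469 ± 0.0725 and 0.252 ± 0.0791 (SD, n = 3 arrays; exact permutation p = 0.1, the smallest possible). The root mean square log2 difference between these groups over all genes was 0.388, compared with 0.363 between *dSTINGΔ* fed and control fed flies and 0.308 between control starved and control fed flies.

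**Figure D2:**
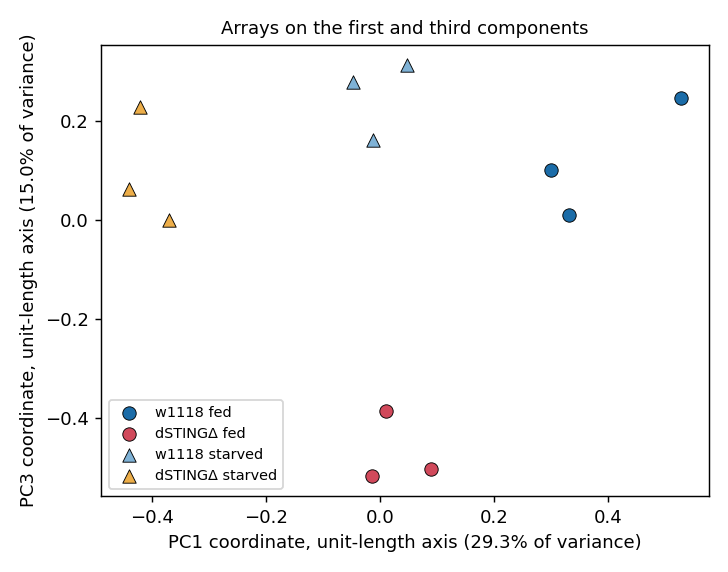
Position of each of the 12 arrays on the first (horizontal) and the third (vertical) principal component, as unit-length coordinates, with 3 arrays per group. The *dSTINGΔ* fed and control starved arrays overlap along PC1 and lie apart along PC3, at means of -0.469 and 0.252.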

Interestingly, the *dSTINGΔ* fed and the control starved groups clustered together along PC1 axis, indicating that the *dSTING* knockout and the starvation induced similar changes in gene expression.

**Figure 3.**
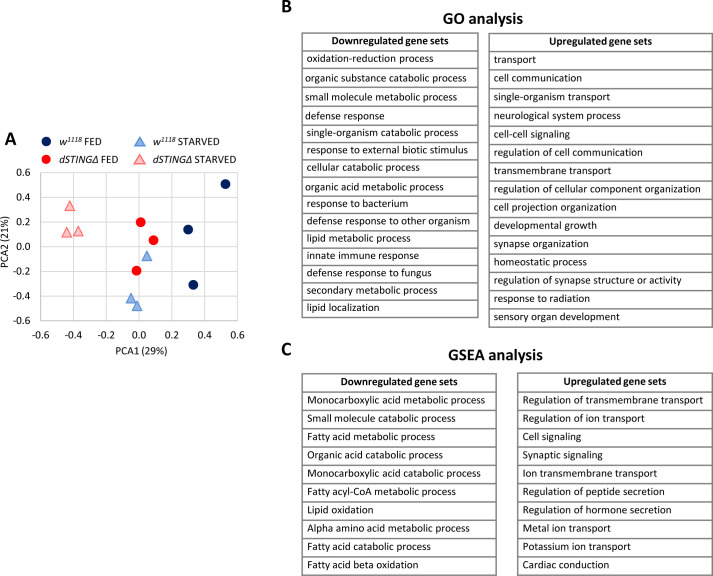
Lipid metabolism genes are downregulated in *Drosophila STING* mutants. Fed or 24 hr starved 5-day-old adult males (*dSTINGΔ* mutants or *w*^*1118*^ as a control) were subjected to microarray analysis. (**A**) Principal component analysis (PCA) of microarray data. PCA scores plot showing variances in gene expression profiles between groups is shown. Each sample is shown as a single point (n = 3 per genotype). (**B**) Gene ontology (GO) analysis of microarray data. *dSTINGΔ* mutants and control *w*^*1118*^ under fed conditions were compared. Downregulated and upregulated top scoring gene sets are shown. (**C**) Gene Set Enrichment Analysis (GSEA) of microarray data. *dSTINGΔ* mutants and control *w*^*1118*^ under fed conditions were compared. Downregulated and upregulated top scoring gene sets are shown.

In agreement with the previous report, *dSTINGΔ* mutants are characterized by the downregulation of immune response genes, including AMPs (*Mtk*, *Drs*, *AttD*, *DptB*, *BomS1*), peptidoglycan recognition proteins (PGRPs, such as *PGRP-SD* and *PGRP-SA*), and serpins (*Spn53F*, *Spn42De*) (Supplementary file 1; Martin et al., 2018). These results are expected since *STING* was initially discovered in fruit flies and silkworm as an immune response gene (Martin et al., 2018; Hua et al., 2018; Goto et al., 2018). 

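Among the antimicrobial peptides, the bactericidal and antifungal peptides released into the hemolymph, *Drs* fell by 1.92 on the log2 scale in *dSTINGΔ* fed flies (standard error 0.56, adjusted p = 0.0427 from limma) and *BomS1* (IM1 on the array) by 1.21 (standard error 0.21, adjusted p = 0.00292). *Mtk* had a log2 fold change of -2.82 (standard error 1.17, adjusted p = 0.142 from limma), *AttD* of -0.97 (adjusted p = 0.262) and *DptB* of -1.12 (adjusted p = 0.480), none past 0.05. The recognition proteins *PGRP-SD* and *PGRP-SA*, which bind bacterial peptidoglycan, fell by 1.29 (adjusted p = 0.0167 from limma) and 0.58 (adjusted p = 0.0217). The protease inhibitors *Spn53F* and *Spn42De* fell by 1.81 (adjusted p = 1.4e-04 from limma) and 1.04 (adjusted p = 2.4e-05). Of 34 antimicrobial peptides and Bomanins, 10 fell in *dSTINGΔ* fed flies and none rose (0 higher and 11 lower when adjusted over the list alone), with a median log2 fold change of -0.40 and 32 members below 0 (camera adjusted p = 2.0e-06, and adjusted p = 0.697 with an estimated correlation). *IM23* (-1.44), *Drsl4* (-1.53) and *CG5791* (-1.27) were among them, and the list holds peptides that Supplementary file 1 had shown as lower, so its direction is not independent evidence. Of 40 genes of Toll and Imd recognition and signaling, 6 fell, among them the protease *Hayan* (-0.75) and the Toll ligand *spz* (-0.47), and 1 rose, the receptor *Tl*, named after its value was seen. This became 2 higher and 6 lower adjusted over the list alone (camera adjusted p = 0.0771, and adjusted p = 0.697 with an estimated correlation). Of 15 Turandot and JAK-STAT genes, 1 fell, the stress-induced *TotA* (-1.16). Adjusted over the list alone, 0 rose and 1 fell (camera adjusted p = 0.401, and adjusted p = 0.817 with an estimated correlation). In *dSTINGΔ* starved flies *PGRP-SD* fell by 1.03 (adjusted p = 0.0325 from limma), *Spn53F* by 2.64 and *Spn42De* by 0.76, while *Rel*, the transcription factor of the Imd pathway, rose by 1.18 (adjusted p = 1.8e-05). There *Mtk* had 1.40 (adjusted p = 0.447 from limma), and the list had 9 falls and 1 rise, *Drsl1* (1 higher and 9 lower when adjusted over the list alone), with a median of 0.07, a mean of 0.12 and a test pointing down (camera adjusted p = 0.386, and adjusted p = 0.967 with an estimated correlation). In fed flies *Mtk* passed without *dSTINGΔ* starved replicate 2 (0.0132), with the 6 arrays of the 2 groups alone (0.0398) and with array quality weights (0.00937), where *AttD* passed as well (0.00463). The call for *Drs* was lost without control fed replicate 2 (0.0847), control fed replicate 3 (0.143), *dSTINGΔ* fed replicate 1 (0.116), *dSTINGΔ* fed replicate 3 (0.161), control starved replicate 1 (0.0580), control starved replicate 2 (0.0504) or control starved replicate 3 (0.0511). That for *PGRP-SD* was lost without control fed replicate 2 (0.0553), control fed replicate 3 (0.0558), *dSTINGΔ* fed replicate 1 (0.0504) or *dSTINGΔ* fed replicate 3 (0.0642), and for *PGRP-SA* without control fed replicate 2 (0.0691), control fed replicate 3 (0.0769), *dSTINGΔ* fed replicate 2 (0.0588) or *dSTINGΔ* fed replicate 3 (0.101). *spz* lost its call without *dSTINGΔ* fed replicate 2 (0.0548). With the 6 arrays alone *PGRP-SA* (0.0513) and *spz* (0.0649) did not pass in fed flies, nor did *Drs* with a trended and robust fit (0.0873) or with the within-group axis as a covariate, chosen after seeing the data (0.0609). In starved flies the call for *PGRP-SD* was lost without control starved replicate 2 (0.0779), control starved replicate 3 (0.104), *dSTINGΔ* starved replicate 1 (0.131) or *dSTINGΔ* starved replicate 3 (0.107), and the peptide list's test passed without *dSTINGΔ* starved replicate 2 (0.00119), an array whose mean over the list was 1.04 above the average of all arrays. That test also passed as lower with quantile normalization repeated over genes above the median (3.6e-04), only genes above the median (0.00154) or above a lower signal limit (0.0297), fgsea (0.0213) and the within-group axis as a covariate (0.0441). In fed flies the Toll and Imd list passed as lower with array quality weights (0.0377), quantile normalization repeated (0.0218) and genes above the median (0.0342), and the Turandot list with array quality weights (0.0242). The *PGRP-SD* call in starved flies was also lost with the 6 arrays alone (0.0685) and with quantile normalization repeated over genes above the median (0.0515).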

To gain more insight into the biological processes that are altered in the absence of dSTING, we looked at the gene set enrichment in *dSTINGΔ* mutants under fed conditions. 

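Genes listed as markers of hemocytes, the blood cells of the fly, were lower in *dSTINGΔ* fed flies. Of 15 such genes 10 fell and none rose (0 higher and 13 lower when adjusted over the list alone), with a median log2 fold change of -0.68 (camera adjusted p = 2.3e-08, and adjusted p = 0.553 with an estimated correlation). They included the matrix genes *Ppn* (-1.08, standard error 0.11, adjusted p = 7.1e-05 from limma) and *Tig* (-0.68), *Hml* (-1.04) and the lamellocyte marker *atilla* (-0.72). The hemocyte list shares *Cg25C* with the list of fat body proteins, and whether the blood cells themselves changed was not tested. Of 81 cytochrome P450 genes 24 fell and 8 rose, with a median of -0.07. Counts adjusted over the list alone were 8 higher and 25 lower (camera adjusted p = 0.0241, and adjusted p = 0.697 with an estimated correlation). The 4 members with the smallest p-values rose, such as *Cyp9c1* (2.47) and *Cyp4p2* (1.73). Of 17 UDP-glycosyltransferases 7 fell, among them *Ugt35b* (-3.19), *Ugt35a* (-0.85) and *Ugt36Ba* (-0.97), and 3 rose, *Ugt86Dg*, *Ugt58Fa* and *Ugt86Di*. There were 4 higher and 8 lower members adjusted over the list alone (camera adjusted p = 0.0542, and adjusted p = 0.553 with an estimated correlation). Of 35 glutathione S-transferases, which conjugate reactive compounds, 6 fell, such as *GstE1* (-1.25) and *GstZ1* (-0.75), and 2 rose, *GstD5* (2.64) and *GstD2*, the second named after its value was seen. With p-values adjusted over the list alone, 3 rose and 10 fell (camera adjusted p = 0.184, and adjusted p = 0.817 with an estimated correlation). Of 41 genes of amino acid metabolism 8 fell, such as arginase (*arg*, -0.99) and *asparagine-synthetase* (-0.99), and 4 rose, *Gs1*, *Gdh*, *CG7433* and *LKR*. This became 4 higher and 10 lower adjusted over the list alone (camera adjusted p = 0.0771, and adjusted p = 0.697 with an estimated correlation). Of 42 genes of carbohydrate metabolism 3 rose, the amylases *Amy-p* (0.71) and *Amy-d* (0.48) and the maltase *Mal-B1* (0.97), and 1 fell, the gluconeogenic *fbp* (-0.55). Adjusted over the list alone, 2 rose and 1 fell (camera adjusted p = 0.528, and adjusted p = 0.933 with an estimated correlation). Of the 50 terms named in Fig. 3, 12 were given to at least 10 genes in the authors' table, a choice made after seeing the data. Of 37 genes of the response to bacterium 8 fell and none rose (camera adjusted p = 0.00119 over the 12 terms, and 0.469 or more for every term with an estimated correlation), of 90 of the defense response 16 fell and none rose (adjusted p = 0.00159), and of 367 of oxidation-reduction 54 fell and 26 rose (adjusted p = 0.101). The cytochrome P450 call was lost without control fed replicate 3 (0.152) or *dSTINGΔ* fed replicate 2 (0.0631), with array quality weights (0.0719), fgsea (0.0560) and the within-group axis as a covariate, chosen after seeing the data (0.0657), and the amino acid list passed without control fed replicate 2 (0.0271) and the UDP-glycosyltransferases without control fed replicate 1 (0.0494), *dSTINGΔ* fed replicate 1 (0.0474) or control starved replicate 1 (0.0453). Over genes above the median signal the UDP-glycosyltransferases (7.2e-08) and glutathione S-transferases (0.0307) passed as lower, as they did with quantile normalization repeated over these genes (5.7e-08 and 0.0471) and over genes above a lower signal limit (2.9e-06 and 0.0449), where amino acid metabolism passed too (0.0422). The UDP-glycosyltransferases also passed with fgsea (0.0175).

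**Figure D3:**
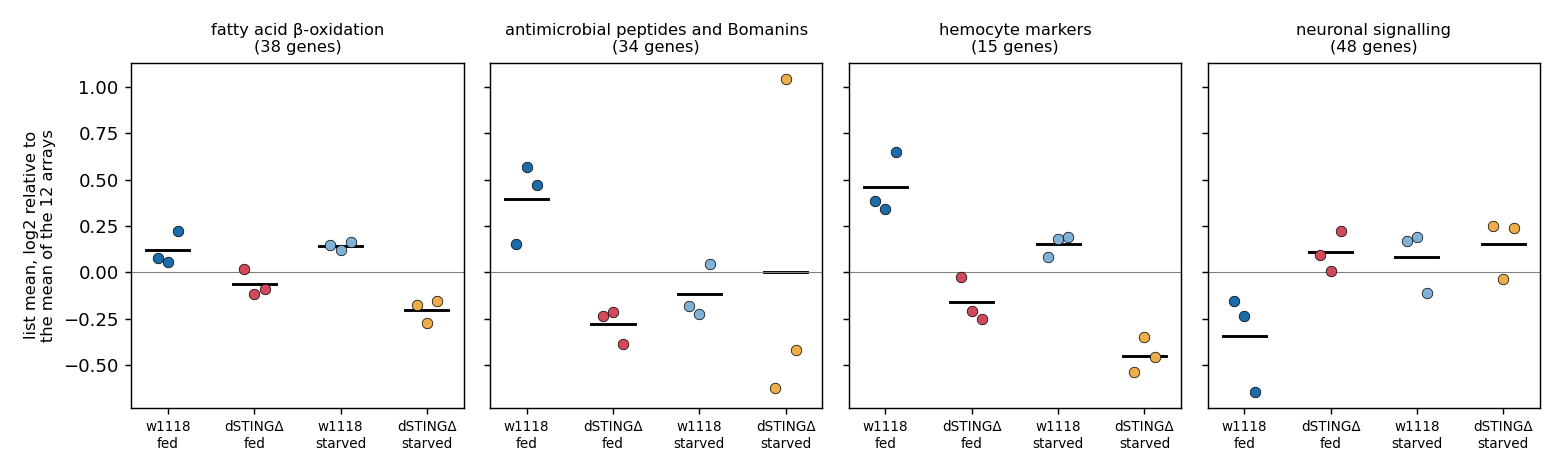
Mean of 4 gene lists on each array, as a log2 difference from the mean of the 12 arrays, with 3 arrays per group (points) and the group mean (bars). Hemocyte markers lie between 0.34 and 0.65 in control fed flies and between -0.25 and -0.02 in *dSTINGΔ* fed flies, and the antimicrobial peptides of 1 *dSTINGΔ* starved array lie at 1.04.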

Based on the Gene Ontology (GO) analysis, metabolic processes and immune response genes were downregulated in *dSTINGΔ* mutants (Figure 3B, downregulated gene sets). 

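Genes of neuronal signaling were higher in *dSTINGΔ* fed flies. Of 48 measured 18 rose and none fell (31 higher and 0 lower when adjusted over the list alone), with a median log2 fold change of 0.48 and 47 members above 0 (camera adjusted p = 2.4e-13, and adjusted p = 0.697 with an estimated correlation). The adhesion protein N-cadherin (*CadN*) had a standard error of 0.13 and an adjusted p of 0.00119 from limma, neuroligin (*Nlg1*) of 0.12 and 0.00144, and the potassium channel *sei* rose by 0.65 (adjusted p = 0.00255 from limma) and the adenylate cyclase *rut* by 0.52 (adjusted p = 0.00828). Of 23 photoreceptor genes 5 rose and none fell. Counts adjusted over the list alone were 11 higher and 0 lower (camera adjusted p = 1.7e-05, and adjusted p = 0.697 with an estimated correlation). The 5 that rose were the opsin *Rh2* (0.58), the light-activated channel *trpl* (1.56), *Rh5*, *rdgB* and *ninaC*. Of these, *trpl* lies 15 measured genes from *dSTING*. The mean of the neuronal list on single arrays ran from -0.64 to -0.15 in control fed flies and from 0.01 to 0.22 in *dSTINGΔ* fed flies, relative to the mean of the 12 arrays, with control fed replicate 3 the lowest. In *dSTINGΔ* starved flies 1 neuronal gene rose, *Nlg1* (0.68), and none fell (1 higher and 0 lower when adjusted over the list alone; camera adjusted p = 0.192, and adjusted p = 0.967 with an estimated correlation), and the difference between the feeding states had a median of -0.38 (camera adjusted p = 5.4e-08, and adjusted p = 0.768 with an estimated correlation). The starved list passed without control starved replicate 1 (0.0464), control starved replicate 2 (0.0251) or *dSTINGΔ* starved replicate 2 (0.00432). It also passed with the within-group axis as a covariate, chosen after seeing the data, with 11 rises and a median of 0.20 (camera adjusted p = 2.5e-05). With this covariate the difference between the feeding states shrank to a median of -0.10 (camera adjusted p = 0.0332).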

Upregulated genes were enriched with GO classifications related to cell signaling (e.g. transport, cell communication and synapse organization) (Figure 3B, upregulated gene sets).

GO analysis requires a discrete list of genes (downregulated and upregulated in our case). Gene Set Enrichment Analysis (GSEA), on the other hand, uses all microarray data points; therefore, it is expected to be more sensitive since it can identify gene sets comprising many members that are undergoing subtle changes in the expression (Subramanian et al., 2005). We analyzed *dSTINGΔ* mutants versus control flies under fed conditions using GSEA approach and found that the metabolism of lipids, particularly fatty acids, was among top scoring gene sets downregulated in *dSTINGΔ* mutants (Figure 3C, downregulated gene sets). 

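Enzymes of fatty acid beta-oxidation were lower in *dSTINGΔ* fed flies. Of 38 genes of this pathway, which shortens fatty acids for energy, 8 fell and none rose (1 higher and 11 lower when adjusted over the list alone), with a median log2 fold change of -0.17 and 30 members below 0 (camera adjusted p = 4.4e-04, and adjusted p = 0.697 with an estimated correlation). The enoyl-CoA hydratase-like *CG6984* fell by 0.86 (standard error 0.10, adjusted p = 1.8e-04 from limma), the acyl-CoA dehydrogenase *CG12262* by 0.64 (standard error 0.13, adjusted p = 0.00885) and *CG4594* by 0.53 (adjusted p = 0.00976). *whd*, the carnitine palmitoyltransferase that brings fatty acids into mitochondria, had -0.23 (adjusted p = 0.220 from limma). Of 20 fatty acid elongases 3 fell, *CG18609* (-1.14), *CG9459* (-0.63) and *CG9458* (-0.51), and none rose. There were 0 higher and 3 lower members adjusted over the list alone (camera adjusted p = 0.184, and adjusted p = 0.802 with an estimated correlation). Of 13 genes of fatty acid synthesis and desaturation 3 fell, *CG12512* (-0.59), malic enzyme (*Men*, -0.33) and the desaturase *Desat1* (-0.26), and none rose (0 higher and 3 lower when adjusted over the list alone); the median was 0.02, the mean -0.06 and the test pointed down (camera adjusted p = 0.484, and adjusted p = 0.817 with an estimated correlation). The KEGG pathways and the terms of Fig. 3 were read from the authors' table and chosen after seeing the data. The set of a Fig. 3 term holds only the genes directly given that term, without those of narrower terms. It can therefore differ from the paper's set of the same name. Of 27 genes of fatty acid degradation, 0 rose and 4 fell (median log2 fold change -0.14, camera adjusted p = 0.129, and adjusted p = 0.826 with an estimated correlation), adjusted over 97 KEGG pathways. They were *Aldh*, *CG12262*, *CG12512* and *Thiolase*. *CG12512* is thus counted both here and in the list of fatty acid synthesis and desaturation. Of 54 genes of the lipid metabolic process, 4 rose and 5 fell (median log2 fold change -0.04, camera adjusted p = 0.662, and adjusted p = 0.767 with an estimated correlation), adjusted over 12 terms of Fig. 3. *adp*, *CG11598*, *CG2818* and *inaE* rose, and *CG2772*, *CG18302*, *CG17928*, *S1P* and *CG11619* fell. The calls for *CG9458*, *CG9459*, *CG12512*, *Men* and *Desat1* were lost in some fits without 1 array. This held for *CG9458* without control fed replicate 3 (0.0634), *dSTINGΔ* fed replicate 2 (0.0588) or *dSTINGΔ* fed replicate 3 (0.0607) and for *CG9459* without control fed replicate 3 (0.0786), *dSTINGΔ* fed replicate 2 (0.0668) or *dSTINGΔ* fed replicate 3 (0.0594). It held for *CG12512* without control fed replicate 3 (0.0785), *dSTINGΔ* fed replicate 1 (0.0597) or *dSTINGΔ* fed replicate 3 (0.0921) and for *Men* without control fed replicate 1 (0.0570), control fed replicate 3 (0.0570), *dSTINGΔ* fed replicate 2 (0.0886) or *dSTINGΔ* fed replicate 3 (0.0842). *Desat1* lost its call without any 1 array except control starved replicate 1, with adjusted p up to 0.147 (without *dSTINGΔ* fed replicate 2). With the 6 arrays of the 2 groups alone *CG12512* (0.0568), *Men* (0.111), *Desat1* (0.156) and *CG4594* (0.0520) did not pass, nor did *Desat1* with a replicate block (0.0761) or quantile normalization repeated over genes above the median (0.0912). The elongase list passed without control fed replicate 2 (adjusted p = 0.0276).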

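Ion channels and muscle structural genes were also compared in *dSTINGΔ* fed and control fed flies. Of 27 genes of potassium ion transport, 4 rose and 0 fell (median log2 fold change 0.24, camera adjusted p = 0.00122, and adjusted p = 0.469 with an estimated correlation). The genes that rose were *Ncc69*, *sei*, *Shab* and *Irk1*. Of 16 genes of synapse organization, 1 rose and 0 fell (median log2 fold change 0.07, camera adjusted p = 0.101, and adjusted p = 0.469 with an estimated correlation). The gene that rose was *hiw*. Of 275 genes of transmembrane transport, 27 rose and 18 fell (median log2 fold change 0.03, camera adjusted p = 0.281, and adjusted p = 0.595 with an estimated correlation). Of 23 genes of the phototransduction pathway, which turns light into an electrical signal, 6 rose and 1 fell (median log2 fold change 0.27, camera adjusted p = 0.109, and adjusted p = 0.826 with an estimated correlation). The genes that rose were *trpl*, *ninaC*, *inaE*, *Itp-r83A* and the actins *Act57B* and *Act87E*, and the actin *Act88F* fell. These actins are also in the muscle list. Of 22 muscle genes 4 rose, *bt* (0.39), which encodes the giant sarcomeric protein projectin, *Act87E* (0.41), *sls* and *Act57B*, and 2 fell, the flight muscle actin *Act88F* (-1.07) and *Mlp60A* (-0.46). Adjusted over the list alone, 6 rose and 2 fell (camera adjusted p = 0.184, and adjusted p = 0.844 with an estimated correlation), and the list passed without control fed replicate 1 (0.0203) and with array quality weights (0.0242).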

As for upregulated gene sets, GSEA data were similar to GO analysis data (Figure 3C, upregulated gene sets).

Together, we found that *Drosophila STINGΔ* mutants have defects in lipid metabolism manifested in the decreased lipid storage in fat body and the decreased expression of lipid metabolism genes.

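Genes of triglyceride storage moved in both directions in *dSTINGΔ* fed flies. Of 18 genes of triglyceride synthesis and lipid droplets 3 fell, the diacylglycerol acyltransferases *mdy* (-0.68, standard error 0.13, adjusted p = 0.00568 from limma) and *CG1941* (-0.61) and the perilipin *Lsd-1* (-0.79), and 1 rose, *CG1946* (0.79). With p-values adjusted over the list alone, 3 rose and 5 fell (camera adjusted p = 0.398, and adjusted p = 0.817 with an estimated correlation). Of 30 neutral lipases 5 fell, *CG2772* (-1.94), *CG5966* (-0.93), *CG18302*, *sxe2* and *Lip4*, and 2 rose, *CG6277* (0.61) and *CG11598*, the second named after its value was seen. This became 2 higher and 7 lower adjusted over the list alone (camera adjusted p = 0.107, and adjusted p = 0.697 with an estimated correlation). Of 17 genes of lipoproteins and lipid transport 5 fell, the sterol-binding *Npc2h* (-0.68), *Npc2g* (-0.70) and *Npc2b* (-0.50) as well as *Npc1b* and *Mtp*, and none rose. Adjusted over the list alone, 0 rose and 6 fell (camera adjusted p = 0.0371, and adjusted p = 0.697 with an estimated correlation). In *dSTINGΔ* starved flies 21 of 38 beta-oxidation genes fell, among them the acyl-CoA synthetases *CG4500* (-1.48), *CG3961* (-0.69) and *Acsl* (-0.72), and 1 rose, *bgm* (1 higher and 26 lower when adjusted over the list alone), with a median log2 fold change of -0.37 (camera adjusted p = 2.1e-08, and adjusted p = 0.402 with an estimated correlation). Of the elongases 7 fell there, such as *CG2781* (-1.17) and *CG16904* (-0.61), and 1 rose, *CG31141*. Counts adjusted over the list alone were 1 higher and 8 lower (camera adjusted p = 0.00379, and adjusted p = 0.461 with an estimated correlation). Of the lipases 12 fell, such as *sxe2* (-1.98) and *dob* (-1.22), and 4 rose, *CG6277*, *CG6271*, *bmm* and *CG7329*. There were 4 higher and 13 lower members adjusted over the list alone (camera adjusted p = 0.0293, and adjusted p = 0.461 with an estimated correlation). Of the lipid transport genes 8 fell, such as the apolipophorin *Rfabg* (-1.42), and 3 rose, *Npc2c* and *NLaz* and the lipophorin receptor *LpR1* (1.05). With p-values adjusted over the list alone, 3 rose and 8 fell (camera adjusted p = 0.0280, and adjusted p = 0.543 with an estimated correlation). Of the triglyceride genes 5 fell, *Lsd-1* (-2.20), *CG1941*, *Jabba*, *Gpdh* and *mdy*, and 2 rose, the phosphatidate phosphatase *Lpin* (1.12) and *Cct1* (1.16). This became 2 higher and 7 lower adjusted over the list alone (camera adjusted p = 0.167, and adjusted p = 0.616 with an estimated correlation). Of the fatty acid synthesis genes 6 fell, among them *FASN1* (CG3523, -0.48, adjusted p = 0.00396 from limma), and 2 rose, *HLH106* (0.65), the fly sterol regulatory element binding protein, and *SCAP*, named after its value was seen. Adjusted over the list alone, 2 rose and 8 fell (camera adjusted p = 0.0456, and adjusted p = 0.461 with an estimated correlation). *FASN1* had 0.04 in fed flies (adjusted p = 0.857 from limma), *FASN2* 0.15 in fed (adjusted p = 0.457) and -0.36 in starved flies (adjusted p = 0.0539), and *ACC* 0.03 (adjusted p = 0.896) and -0.16 (adjusted p = 0.278). Proteins secreted or stored by the fat body had 2 falls in *dSTINGΔ* fed flies, *Obp99b* and the satiety factor *fit* (-0.95), and 1 rise, *to* (1.32), among 15 genes. Counts adjusted over the list alone were 2 higher and 5 lower (camera adjusted p = 0.184, and adjusted p = 0.697 with an estimated correlation). Without 1 array, the fed lipid transport call was lost when this was control fed replicate 3 (0.143), *dSTINGΔ* fed replicate 2 (0.0680) or *dSTINGΔ* fed replicate 3 (0.0646) and the starved one without control starved replicate 3 (0.0505). The fed call was also lost with array quality weights (0.0588), quantile normalization repeated over genes above the median (0.175), genes above the median (0.128) or above a lower signal limit (0.0512), fgsea (0.0560) and the within-group axis as a covariate (0.106). The starved fatty acid synthesis call was lost without control fed replicate 1 (0.0546), control fed replicate 2 (0.0505), control fed replicate 3 (0.0553), control starved replicate 1 (0.0778), control starved replicate 3 (0.118) or *dSTINGΔ* starved replicate 2 (0.0560), and the fed lipase list passed without control fed replicate 2 (0.0269). The starved fatty acid synthesis call was also lost with the 6 arrays alone (0.0681), array quality weights (0.0645), genes above the median (0.0617) or above a lower signal limit (0.0602) and fgsea (0.0984), and the starved lipase call with the 6 arrays alone (0.0609), array quality weights (0.0566), quantile normalization repeated (0.0581) and genes above the median (0.0511). The call for *Lsd-1* in fed flies was lost without control fed replicate 1 (0.0992), control fed replicate 3 (0.0626), *dSTINGΔ* fed replicate 1 (0.0774), *dSTINGΔ* fed replicate 2 (0.145), *dSTINGΔ* fed replicate 3 (0.0625), control starved replicate 1 (0.0584), control starved replicate 2 (0.0562) or control starved replicate 3 (0.0506). *CG1946* lost its call without control fed replicate 2 (0.0828), *dSTINGΔ* fed replicate 1 (0.0580), *dSTINGΔ* fed replicate 2 (0.0934) or *dSTINGΔ* fed replicate 3 (0.0543), and *Npc1b* without control fed replicate 3 (0.0657), *dSTINGΔ* fed replicate 2 (0.0613) or *dSTINGΔ* fed replicate 3 (0.0775). With the 6 arrays of the 2 groups alone *Lsd-1* (0.0607), *CG1946* (0.0518) and *Npc1b* (0.0664) did not pass, nor did *Lsd-1* with a replicate block (0.0672) or array quality weights (0.0899). *FASN2* passed in starved flies without control fed replicate 1 (0.0464), control starved replicate 2 (0.0370) or *dSTINGΔ* starved replicate 3 (0.0197). It also passed with a replicate block (0.0406), a trended and robust fit (0.0455), array quality weights (0.0393), quantile normalization repeated over genes above the median (0.0457), and only genes above the median (0.0402) or above a lower signal limit (0.0429). Settings chosen after seeing the data, the within-group axis as a covariate (0.0249) and the genes that the authors mark as filtered (0.0406), gave the same, while the 6 arrays alone did not (0.0903). From the smaller lipid stores of the fat body and the lower expression of lipid metabolism genes in the GSEA of Fig. 3C, the paper concludes that the mutants have defects in lipid metabolism.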

### *Drosophila STING* protein interacts with ACC and FASN

In mammals, STING is an adaptor molecule that activates downstream signaling through protein–protein interactions. To look for possible interaction partners for *Drosophila* STING that could explain its effect on lipid metabolism, we performed the immunoprecipitation from fat bodies of larvae expressing *GFP-dSTING* using anti-GFP antibody. Immunoprecipitated material was separated by SDS–PAGE, and the most prominent bands were subjected to mass spectrometry analysis. Several proteins with a high score were identified, including FASN 1 and 2 (CG3523 and CG3524, respectively), ACC (CG11198), and dSTING itself (CG1667) (Supplementary file 2).

ACC and FASN are two important enzymes of the de novo lipid biosynthesis pathway (López-Lara and Soto, 2019; Wakil and Abu-Elheiga, 2009). ACC catalyzes the formation of malonyl-CoA from acetyl-CoA, the first committed step of fatty acid synthesis. The next step is performed by FASN, which uses malonyl-CoA and acetyl-CoA to synthesize palmitic fatty acid. Palmitate might undergo a separate elongation and/or unsaturation by specialized enzymes to yield other fatty acid molecules. A series of reactions then add the fatty acids to a glycerol backbone to form triacylglycerol (TAG), the main energy storage molecule.

We confirmed the mass spec results by performing the immunoprecipitation from the abdomens of adult flies expressing *GFP-dSTING* in fat body. Both ACC and FASN co-immunoprecipitated with GFP-dSTING (Figure 4A,B). Interestingly, we found that ACC and FASN interacted with each other as showed by the reciprocal immunoprecipitation experiments (Figure 4C,D). We observed this interaction not only in control flies but also in *dSTINGΔ* mutants flies with or without the expression of *GFP-dSTING*.

**Figure 4.**
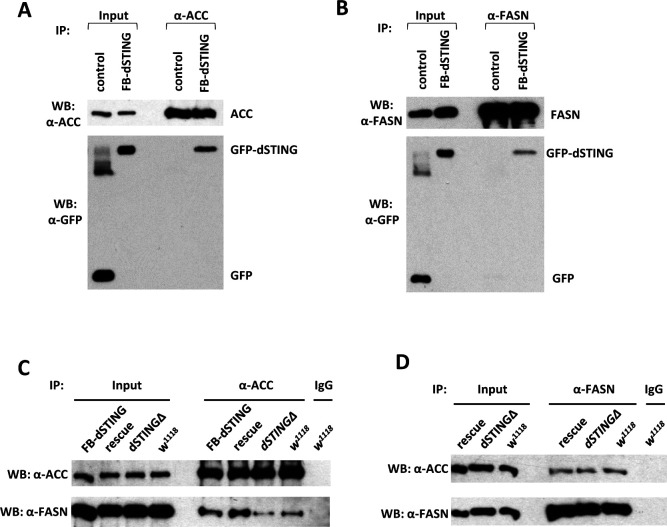
*Drosophila* STING protein interacts with acetyl-CoA carboxylase (ACC) and fatty acid synthase (FASN). (**A, B**) dSTING interacts with ACC and FASN. ACC (**A**) or FASN (**B**) were immunoprecipitated from abdomens of adult flies using corresponding antibody. ’Control’ – *w^1118^*, “FB-dSTING” – *cg-GAL4/GFP-dSTING* (flies expressing *GFP-dSTING* in fat body). Recombinant GFP was added to the control reaction. (**C, D**) ACC and FASN interact with each other. ACC (**C**) or FASN (**D**) were immunoprecipitated from abdomens of adult flies using corresponding antibody. “Rescue” – *dSTINGΔ;GFP-dSTING, “*FB-dSTING” – *cg-GAL4/GFP-dSTING* (flies expressing *GFP-dSTING* in fat body). Figure 4—source data 1.Source file for ACC, dSTING and FASN IP experiments. Figure 4—source data 2.Source file for Figure 4A (ACC and dSTING IP experiment). Figure 4—source data 3.Source file for Figure 4B (dSTING and FASN IP experiment). Figure 4—source data 4.Source file for Figure 4C (ACC and FASN IP experiment). Figure 4—source data 5.Source file for Figure 4D (ACC and FASN IP experiment).

Together, our data indicate that dSTING, ACC, and FASN interact with one another, suggesting that they might be components of a multi-protein complex involved in fatty acid synthesis.

### FASN activity is decreased in *Drosophila STING* mutants

Since dSTING was found to interact with ACC and FASN, we asked if *dSTING* deletion might result in changes in these enzymes’ activities. We measured ACC and FASN activity in adult flies. ACC protein level and activity were not significantly changed in *dSTINGΔ* mutants flies (Figure 5A,A'). However, FASN activity was almost two times lower in *dSTINGΔ* mutants as compared to the control flies (Figure 5B), but the protein level was unchanged (Figure 5B’). Importantly, the expression of GFP-tagged dSTING on *dSTINGΔ* mutant background restored FASN activity to the control level (Figure 5B).

**Figure 5.**
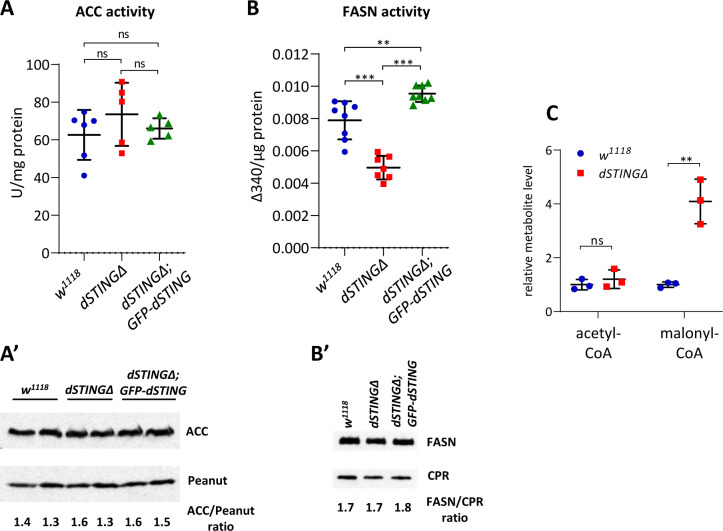
Fatty acid synthase activity is decreased in *Drosophila STING* mutants. (**A, B**) Enzyme activity assays. ACC activity (**A**) or FASN activity (**B**) was measured in the total body of adult flies and normalized to protein level. The number of experiments for each genotype is indicated. Data are represented as mean ± SD. One-way ANOVA with Tukey’s post hoc test. **p<0.01, ***p<0.001, ns indicates statistically non-significant. (**A’**) ACC protein level in total fly extract. Peanut was used as a loading control. (**B’**) FASN protein level in total fly extract. CPR (NADPH-cytochrome P450 reductase) was used as a loading control. (**C**) Acetyl-CoA and malonyl-CoA levels in fly total body extracts. Values were normalized to wild type (*w^1118^*). Data are represented as mean ± SD. Student’s t-test, **p<0.01, ns indicates statistically non-significant. Figure 5—source data 1.Source file for ACC and FASN protein level experiment. Figure 5—source data 2.Source file for Figure 5A’ (ACC protein level). Figure 5—source data 3.Source file for Figure 5B’ (FASN protein level). Figure 5—source data 4.Source file for enzyme activity levels.

**Figure 5—figure supplement 1.**
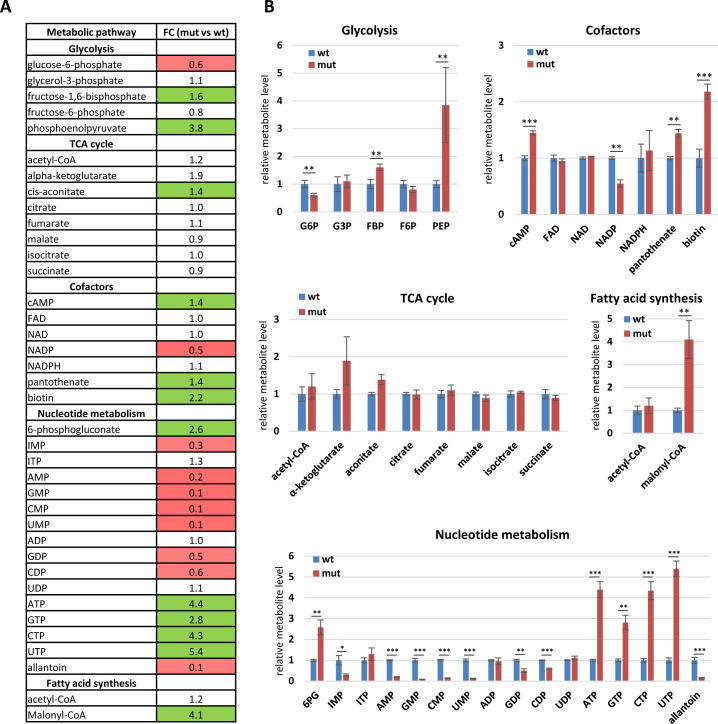
Metabolomics analysis of *Drosophila STING* mutants. (**A**) List of metabolites identified in polar metabolite profiling experiment. Whole bodies of 5-day-old fed males were used in the experiment. Left column shows the names of metabolites and metabolic pathway they relate to. Right column shows fold change (FC) values (mut vs wt, where ‘mut’ corresponds to *dSTINGΔ* mutant ‘wt’ to *w^1118^*, respectively). Colored cells represent statistically significant difference, where red indicates decreased level, green indicates increased level. (**B**) Charts show changes in metabolite levels in *dSTINGΔ* mutants (mut, red) relative to control *w^1118^* (wt, blue). Data are represented as mean ± SD, n = 3. Student’s t-test, ***p<0.001, **p<0.01, *p<0.1. Figure 5—figure supplement 1—source data 1.Quantitation of polar metabolites in 5-days old adult males.

ACC enzyme carboxylates acetyl-CoA resulting in the formation of malonyl-CoA, which then serves as a substrate for FASN in the synthesis of fatty acids. If ACC activity is unchanged and FASN activity is decreased, we should observe the accumulation of malonyl-CoA. Polar metabolite profiling of *dSTINGΔ* flies compared to control flies showed that indeed, malonyl-CoA level was significantly increased, whereas acetyl-CoA level remained unchanged in the mutants (Figure 5C, Figure 5—figure supplement 1).

### ACC localization is perturbed in the fat body of *dSTINGΔ* mutants

In mammals, STING is a transmembrane protein that localizes to the ER. To check whether this is also the case in *Drosophila*, we performed membrane fractionation, which showed that GFP tagged dSTING co-sedimented exclusively with the membrane fraction (Figure 6—figure supplement 1A). We also expressed *GFP-dSTING* in *Drosophila* S2 tissue culture cells and found that it mostly co-localized with the ER and to the lesser extent with the Golgi, but not with the cellular membrane (Figure 6—figure supplement 1B), in agreement with previous observation (Goto et al., 2018).

Next, we used adult flies expressing GFP-tagged *dSTING* under the native *dSTING* promoter to examine the localization of dSTING, ACC, and FASN in the fat body, main lipid synthesizing organ in *Drosophila*. The ER (as judged by the ER marker Calnexin) extended throughout fat body cells, with most prominent staining at the cell periphery and in the perinuclear region as was shown before (Jacquemyn et al., 2020; Figure 6A, A’). GFP-dSTING mainly co-localized with Calnexin at the cortex. Little or no signal was observed at the perinuclear region of fat body cells (Figure 6A,A'). Both ACC and FASN partially co-localized with GFP-dSTING at the cell periphery region of the ER (Figure 6B, B’, C and C’).

**Figure 6.**
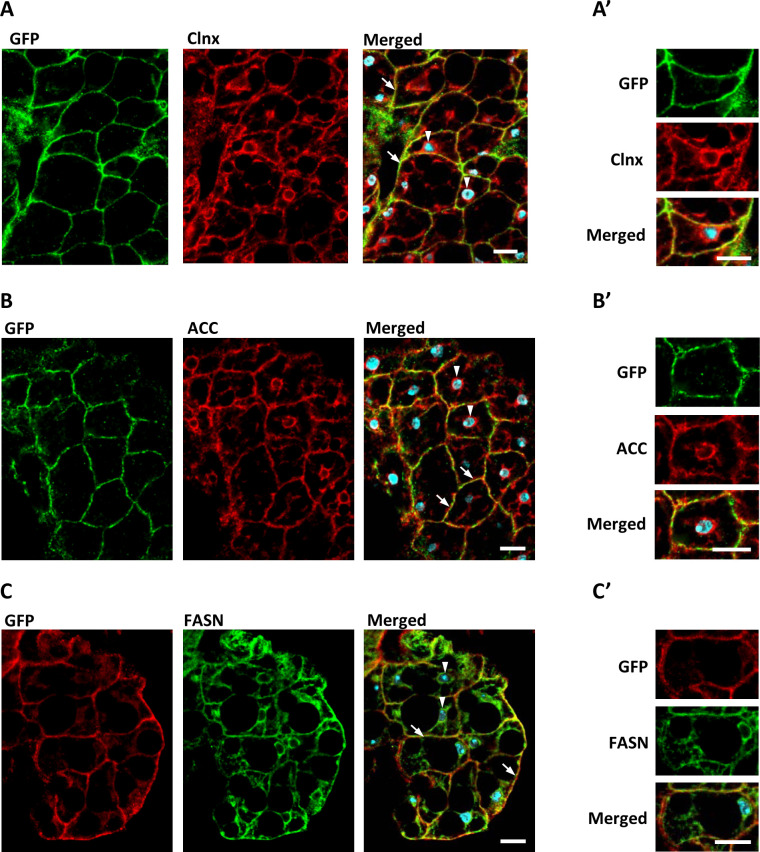
dSTING, ACC, and FASN co-localize in *Drosophila* fat body cells. Fat body of adult flies expressing GFP-tagged dSTING (genotype *dSTINGΔ;GFP-dSTING*) were stained for: (**A, A’**) GFP (green) and Calnexin (Clnx, red); (**B, B’**) GFP (green) and ACC (red); (**C, C’**) GFP (red) and FASN (green). Nuclei were stained with DAPI (blue). Arrows mark cortical region, arrowheads mark perinuclear region of fat body cells. Scale bar 10 µm. Higher magnification is shown at (**A’, B’, C’**).

**Figure 6—figure supplement 1.**
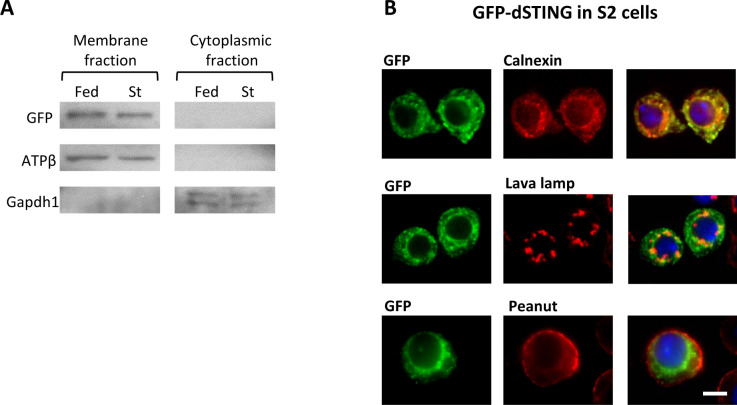
*Drosophila* STING localizes at the endoplasmic reticulum (ER) membrane. (**A**) GFP-dSTING is associated with membrane fraction. Membrane and cytoplasmic fractions were extracted from abdomens of five days old males (of genotype *dSTINGΔ;GFP-dSTING*) and subjected to Western blotting. Flies were either fed or starved for 24 hr. ATPβ and Gapdh1 were used as markers for membrane and cytoplasmic fractions, respectively. (**B**) GFP-dSTING is mainly localized at the ER. *Drosophila S2* tissue culture cells expressing *GFP-dSTING* were immunostained with following antibodies: GFP, Calnexin (ER marker), Lava lamp (Golgi marker), Peanut (cellular membrane marker). Nuclei were stained with DAPI. Scale bar 5 µm. Figure 6—figure supplement 1—source data 1.Source file for membrane fractionation experiment. Figure 6—figure supplement 1—source data 2.Source file for membrane fractionation experiment.

We asked whether *dSTINGΔ* mutation affected localization of ACC or FASN in fly fat body. While ACC extended throughout wild-type cells, in *dSTINGΔ* mutant cells ACC concentrated in the perinuclear region with a minimal signal in the cell periphery (Figure 7A). The expression of *GFP-dSTING* on *dSTING* null background normalized ACC staining toward the wild-type distribution. Calnexin staining was not affected by the mutation. A closer examination of the perinuclear region of the fat body cells revealed that in *dSTINGΔ* mutants, ACC appeared disorganized and aggregated compared with the wild-type cells and cells expressing *GFP-dSTING* (Figure 7B). The quantifications showed that 67% of nuclei had a perinuclear ‘aggregated’ ACC phenotype (Figure 7C). On the other hand, FASN maintained its localization pattern in *dSTINGΔ* mutant cells (Figure 7D), but partially co-localized with ACC ‘aggregates’ (Figure 7E), in agreement with the immunoprecipitation results (Figure 4C,D).

**Figure 7.**
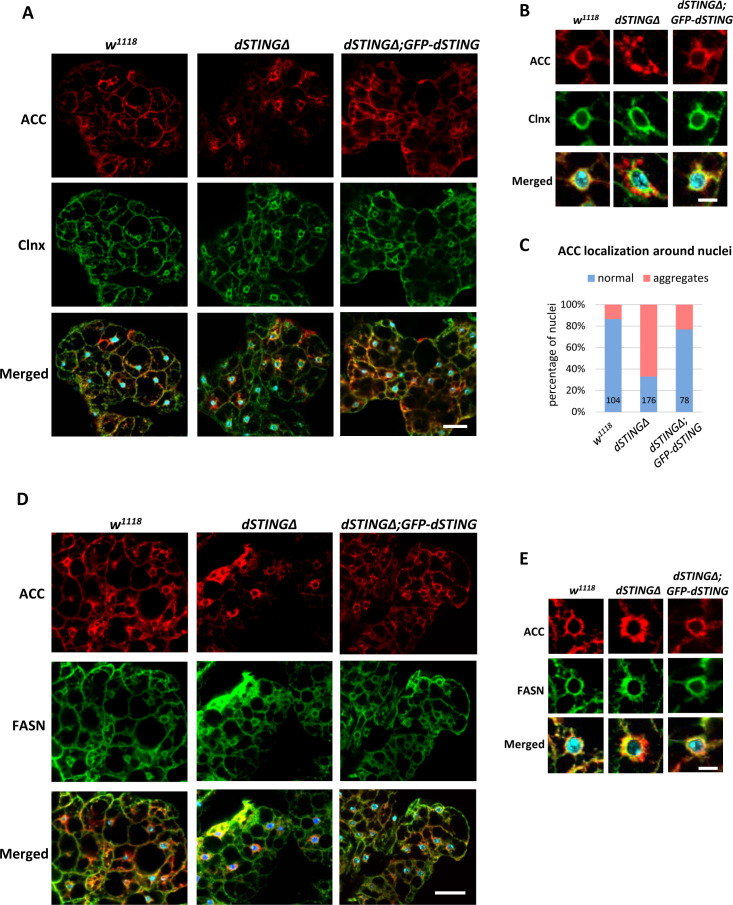
ACC localization is perturbed in *Drosophila STING* mutant fat body. (**A–C**) Adult fat bodies were stained with ACC (red), Calnexin (Clnx, green), and DAPI (blue). (**A**) ACC has decreased cortical localization in *dSTINGΔ* mutant fat body as compared to control (*w^1118^*) and ‘rescue’ (*dSTINGΔ;GFP-dSTING*) fly strains. Scale bar 20 µm. (**B**) ACC localization in the perinuclear region of fat body cells. Scale bar 5 µm. (**C**) Quantification of perinuclear ACC localization pattern. Numbers of nuclei analyzed are shown for each genotype. (**D–E**) Adult fat bodies were stained with ACC (red), FASN (green), and DAPI (blue). (**D**) FASN localization is not changed in *dSTINGΔ* mutant fat body as compared to control (*w^1118^*) and “rescue” (*dSTINGΔ;GFP-dSTING*) fly strains. Scale bar 20 µm. (**E**) FASN and ACC localization in the perinuclear region of fat body cells. Scale bar 5 µm.

Thus, we conclude that the presence of dSTING in fat body cells is required for the proper ACC localization. In the absence of dSTING, ACC is no longer able to localize at the cell periphery and forms aggregated structures around fat body nucleus. FASN localization is mostly unchanged in *dSTINGΔ* mutants.

## Discussion

STING plays an important role in innate immunity of mammals, where activation of STING induces type I interferons (IFNs) production following the infection with intracellular pathogens (Ishikawa and Barber, 2008; Ishikawa et al., 2009; Sun et al., 2009; Tanaka and Chen, 2012; Zhong et al., 2008). However, recent studies showed that the core components of STING pathway evolved more than 600 million years ago, before the evolution of type I IFNs (Wu et al., 2014; Margolis et al., 2017; Morehouse et al., 2020). This raises the question regarding the ancestral functions of STING. In this study we found that STING protein is involved in lipid metabolism in *Drosophila*. The deletion of *Drosophila STING (dSTING*) gene rendered flies sensitive to the starvation and oxidative stress. These flies have reduced lipid storage and downregulated expression of lipid metabolism genes. We further showed that dSTING interacted with the lipid synthesizing enzymes ACC and FASN suggesting a possible regulatory role in the lipid biosynthesis. In the fat body, main lipogenic organ in *Drosophila*, dSTING co-localized with both ACC and FASN in a cortical region of the ER. *dSTING* deletion resulted in the disturbed ACC localization in fat body cells and greatly reduced the activity of FASN in the in vitro assay.

Importantly, we also observed that ACC and FASN interacted with each other. Malonyl-CoA, the product of ACC, serves as a substrate for the FASN reaction of fatty acid synthesis. Enzymes that are involved in sequential reactions often physically interact with each other and form larger multi-enzyme complexes, which facilitates the substrate channeling and efficient regulation of the pathway flux (Schmitt and An, 2017; Kastritis and Gavin, 2018; Sweetlove and Fernie, 2018; Zhang and Fernie, 2021). There are several evidences of the existence of the multi-enzyme complex involved in fatty acid biosynthesis. ACC, ACL (ATP citrate lyase), and FASN physically associated in the microsomal fraction of rat liver (Gillevet and Dakshinamurti, 1982). Moreover, in the recent work, a lipogenic protein complex including ACC, FASN, and four more enzymes was isolated from the oleaginous fungus *Cunninghamella bainieri* (Shuib et al., 2018). It is possible that a similar multi-enzyme complex exists in *Drosophila* and other metazoan species, and it would be of great interest to identify its other potential members.

How does STING exerts its effect on lipid synthesis? Recently, the evidence has emerged for the control of the de novo fatty acid synthesis by two small effector proteins – MIG12 and Spot14. MIG12 overexpression in livers of mice increased total fatty acid synthesis and hepatic triglyceride content (Kim et al., 2010). It has been shown that MIG12 protein binds to ACC and facilitates its polymerization thus enhancing the activity of ACC (Kim et al., 2010; Park et al., 2013). For Spot14, both the activation and inhibition of de novo lipogenesis have been reported, depending upon the tissue type and the cellular context (Rudolph et al., 2014; LaFave et al., 2006; Knobloch et al., 2013). Importantly, there is an evidence that all four proteins – ACC, FASN, MIG12, and Spot14 – exist as a part of a multimeric complex (McKean, 2016). It is plausible to suggest that *Drosophila* STING plays a role similar to MIG12 and/or Spot14 in regulating fatty acid synthesis. We propose that dSTING might ‘anchor’ ACC and FASN possibly together with other enzymes at the ER membrane. The resulting complex facilitates fatty acid synthesis by allowing for a quicker transfer of malonyl-CoA product of ACC to the active site of FASN. In *dSTINGΔ* mutants, ACC loses its association with some regions of the ER resulting in the weakened interaction between ACC and FASN. We did observe less FASN immunoprecipitated with ACC in *dSTINGΔ* mutants compared to control flies, and the opposite effect was found in flies expressing GFP-tagged dSTING (Figure 4C).

It has been shown that de novo synthesis of fatty acids continuously contributes to the total fat body TAG storage in *Drosophila* (Heier and Kühnlein, 2018; Wicker-Thomas et al., 2015; Parvy et al., 2012; Garrido et al., 2015). We hypothesize that the reduced fatty acid synthesis due to the lowered FASN enzyme activity in *dSTINGΔ* deletion mutants might be responsible for the decreased TAG lipid storage and starvation sensitivity phenotypes. Sensitivity to oxidative stress might also be explained by the reduced TAG level. Evidences exist that the lipid droplets (consisting mainly of TAGs) provide protection against reactive oxygen species (Bailey et al., 2015; Jarc et al., 2018; Liu et al., 2015b). Furthermore, flies with ACC RNAi are found to be sensitive to the oxidative stress (Katewa et al., 2012).

In addition to its direct role in ACC/FASN complex activity, STING might also affect a phosphorylation status of ACC and/or FASN. Both proteins are known to be regulated by phosphorylation/dephosphorylation (Horton et al., 2002; Brownsey et al., 2006; Tong, 2005; Jin et al., 2010). In mammals, STING is an adaptor protein that transmits an upstream signal by interacting with kinase TBK1 (TANK-binding kinase 1). When in a complex with STING, TBK1 activates and phosphorylates IRF3 allowing its nuclear translocation and transcriptional response (Tanaka and Chen, 2012; Liu et al., 2015a; Zhong et al., 2008). It is possible that in *Drosophila*, STING recruits a yet unidentified kinase that phosphorylates ACC and/or FASN thereby changing their enzymatic activity.

*Drosophila* STING itself could also be regulated by the lipid- synthesizing complex. STING palmitoylation was recently identified as a posttranslational modification necessary for STING signaling in mice (Mukai et al., 2016; Hansen et al., 2019; Hansen et al., 2018). In this way, palmitic acid synthesized by FASN might participate in the regulation of dSTING possibly providing a feedback loop.

The product of ACC – malonyl-CoA – is a key regulator of the energy metabolism (Saggerson, 2008). During lipogenic conditions, ACC is active and produces malonyl-CoA, which provides the carbon source for the synthesis of fatty acids by FASN. In *dSTING* knockout, FASN activity is decreased and malonyl-CoA is not utilized and builds up in the cells. Malonyl-CoA is also a potent inhibitor of carnitine palmitoyltransferase CPT1, the enzyme that controls the rate of fatty acid entry into the mitochondria, and hence is a key determinant of the rate of fatty acid oxidation (McGarry and Brown, 1997). Thus, a high level of malonyl-CoA results in a decreased fatty acid utilization for the energy. This might explain the down-regulation of lipid catabolism genes that we observed in *dSTINGΔ* mutants (Figure 3C). A reduced fatty acid oxidation in turn shifts cells to the increased reliance on glucose as a source of energy. Consistent with this notion, we observed an increased glucose level in fed *dSTINGΔ* mutant flies (Figure 2D), as well as increased levels of phosphoenolpyruvate (PEP) (Figure 5—figure supplement 1). PEP is produced during glycolysis, and its level was shown to correlate with the level of glucose (Moreno-Felici et al., 2019). A reliance on glucose for the energy also has a consequence of reduced incorporation of glucose into trehalose and glycogen for storage, and therefore, lower levels of these storage metabolites, which we observed (Figure 2B,C). To summarize, based on our findings, we propose a model presented in Figure 8, which suggests a direct involvement of dSTING in the regulation of lipid metabolism.

**Figure 8.**
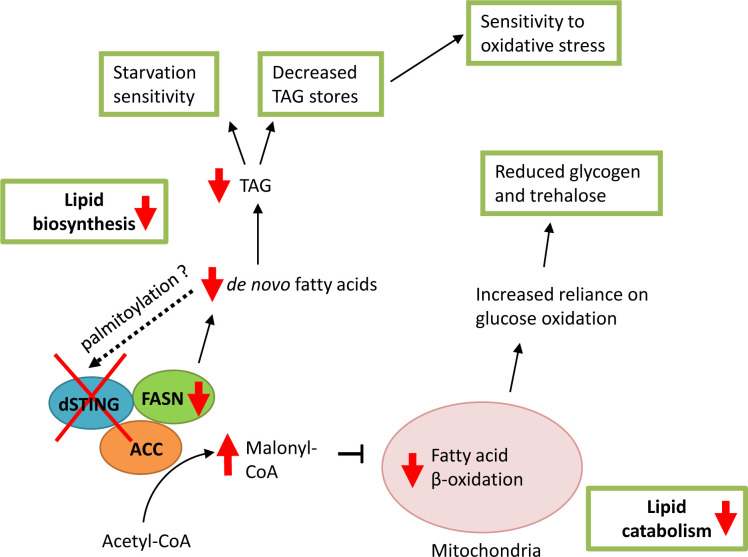
Model of *dSTING* deletion effect on *Drosophila* metabolism. Based on our data, dSTING interacts with lipid synthesizing enzymes acetyl-CoA carboxylase (ACC) and fatty acid synthase (FASN). In the absence of dSTING, the activity of FASN is reduced which results in decreased de novo fatty acid synthesis and triglyceride (TAG) synthesis. Low TAG level in turn lead to sensitivity to starvation and oxidative stress. Reduced FASN activity in *dSTING* mutants also results in ACC product malonyl-CoA build-up in the cells leading to the inhibition of the fatty acid oxidation in mitochondria. Reduced fatty acid oxidation shifts cells to the increased reliance on glucose as a source of energy resulting in reduced glycogen and trehalose levels in *dSTING* mutants. Palmitic acid synthesized by FASN might participate in the regulation of dSTING via palmitoylation possibly providing a feedback loop.

Recent studies show that in mammals, the STING pathway is involved in metabolic regulation under the obesity conditions. The expression level and activity of STING were upregulated in livers of mice with high-fat diet-induced obesity (Bai et al., 2017). STING expression was increased in livers from nonalcoholic fatty liver disease (NAFLD) patients compared to control group (Luo et al., 2018). In nonalcoholic steatohepatitis mouse livers, STING mRNA level was also elevated (Xiong et al., 2019). Importantly, STING deficiency ameliorated metabolic phenotypes and decreased lipid accumulation, inflammation, and apoptosis in fatty liver hepatocytes (Iracheta-Vellve et al., 2016; Petrasek et al., 2013; Qiao et al., 2018).

Despite the accumulating evidences, the exact mechanism of STING functions in metabolism is not completely understood. The prevailing hypothesis is that the obesity leads to a mitochondrial stress and a subsequent mtDNA release into the cytoplasm, which activates cGAS-STING pathway (Bai et al., 2017; Bai and Liu, 2019; Yu et al., 2019). The resulting chronic sterile inflammation is responsible for the development of NAFLD, insulin resistance, and type 2 diabetes. In this case, the effect of STING on metabolism is indirect and mediated by inflammation effectors. The data presented in the current study strongly suggest that in *Drosophila*, STING protein is directly involved in lipid metabolism by interacting with the enzymes involved in a lipid biosynthesis. This raises the question if the observed interaction is unique for *Drosophila* or it is also the case for mammals. Future work is needed to elucidate the evolutionary aspect of STING role in metabolism. Understanding the relationships between STING and lipid metabolism may provide insights into the mechanisms of the obesity-induced metabolism dysregulation and thereby suggest novel therapeutic strategies for metabolic diseases.

## Materials and methods

**Key resources table:** 

Reagent type (species) or resource	Designation	Source or reference	Identifiers	Additional information
Gene (*Drosophila melanogaster*)	*dSTING*	GenBank	FLYB: FBgn0033453	
Genetic reagent (*D. melanogaster*)	*Sting^EY06491^*	Bloomington *Drosophila* Stock Center	BDSC: 16,729RRID:BDSC_16729	
Genetic reagent (*D. melanogaster*)	*yolk-Gal4*	Bloomington *Drosophila* Stock Center	BDSC: 58,814RRID:BDSC_58814	
Genetic reagent (*D. melanogaster*)	*cg-GAL4*	Bloomington *Drosophila* Stock Center	BDSC: 7,011RRID:BDSC_7011	
Genetic reagent (*D. melanogaster*)	*tub-GAL4*	Bloomington *Drosophila* Stock Center	BDSC: 5,138RRID:BDSC_5138	
Genetic reagent (*D. melanogaster*)	*dSTING-RNAi*	NIG-Fly, National Institute of Genetics, Japan	HMJ23183	
Genetic reagent (*D. melanogaster*)	*dSTINGΔ;* *GFP-dSTING-WT*	This paper		
Antibody	Anti-ACC(rabbit polyclonal)	Cell Signaling	Cat# 3,676RRID:AB_2219397	IF(1:200),WB(1:1000)
Antibody	anti-FASN (guinea pig polyclonal)	Moraru et al., 2018		A gift from A.TelemanIF(1:150), WB(1:2000)
Antibody	anti-Calnexin (mouse monoclonal)	DHSB	Cat# Cnx99A 6-2-1RRID:AB_2722011	IF (1:30)
Antibody	anti-GFP(rabbit polyclonal)	Proteintech	Cat# 50430–2-APRRID:AB_11042881	IF (1:100)
Sequence-based reagent	CG1667-F	This paper	PCR primers	ATGGCAATCGCTAGCAACGT
Sequence-based reagent	CG1667-R	This paper	PCR primers	TGGCTACAATGCGAATAGAGGT
Commercial assay or kit	Acetyl-CoA Carboxylase assay kit	MyBioSource	Cat# MBS8303295	
Chemical compound, drug	Nile Red	Thermo Fisher Scientific	Cat# N1142	
Chemical compound, drug	HCS LipidTox Green	ThermoFisher Scientific	Cat# H34475	
Chemical compound, drug	Blue dye no. 1	MilliporeSigma	Cat# 3844-45-9	
Software, algorithm	GraphPad Prism	GraphPad Software	RRID:SCR_002798	

### *Drosophila* strains and genetics

Deletion mutations of *dSTING* gene (*dSTINGΔ*) were created by imprecise excision of *P* element-based transposon *P{EPgy2}Sting^EY06491^*(FBti0039337). This transposon is mapped 353 bp upstream of the *dSTING* start codon. To initiate excision, males *y^1^,w^67c23^; P{w^+mC^, y^+mDint2^ = EPgy2} STING^EY0649^*(Bloomington stock 16729) were crossed to females of the ‘jump’ stock *y^1^w^1118^;CyO, PBac*{*w*^+mC^*=Delta 2–3. Exel*}*2*/*amos^Tft^*, bearing Δ2–3 transposase on a second chromosome, marked by *Curly*. F1 *Curly* males *y^1^w^1118^; P{w^+mC^, y^+mDint2^ = EPgy2} STING^EY0649^*/*CyO, PBac*{*w^+mC^* = *Delta 2–3. Exel*} two were collected and crossed to *w^1118^; If*/*CyO* females. The resulting F2 progeny was screened for white-eyed flies. White-eyed flies were crossed individually to *w^1118^; If*/*CyO* to set up stocks *dSTINGΔ*/*CyO* and then *w^1118^; dSTINGΔ/dSTINGΔ* homozygotes. The genomic DNA of these mutants was isolated. Mutations were confirmed by sequence determination following the PCR amplification with *dSTINGΔ* primer: 5’-CTCAGAATTCTCATTTATTCTGGCC-3’. RT-PCR analysis of *dSTING* expression confirmed that obtained deletions are *dSTING* null mutations.

For rescue experiments, *pCasper*-based vector containing UAS sequence followed by native *dSTING* promoter (437 bp upstream *dSTING* start codon) and GFP-tagged *dSTING* cDNA (clone #LP14056, DGRC, Bloomington) was injected into *w^1118^ Drosophila* embryos (Model System Injections, Raleigh, NC). Fly stocks *w^1118^; dSTINGΔ/dSTINGΔ; GFP-dSTING-WT/GFP-dSTING-WT* were set up. The expression of tagged proteins was verified by immunoblot analysis with anti-GFP antibody.

For overexpression of GFP-dSTING in fat body for IP experiments, *cg-GAL4* driver was used (Bloomington stock 7011). For ubiquitous overexpression in mass-spec experiment, *tub-GAL4* driver was used (Bloomington stock 5138). For RNAi of *dSTING* in fat body, *yolk-GAL4* driver was used (Bloomington stock 58814). Fly stock *y^1^v^1^;P{TRiP.HMJ23183}attP40/CyO* (NIG-Fly, National Institute of Genetics, Japan) was used for *dSTING* RNAi experiments.

Flies were grown and maintained on food consisting of the following ingredients: one part of Nutri-Fly GF (Genesee Scientific, cat. 66–115) and three parts of Jazz-mix (Fisher Scientific, cat. AS153). All crosses were carried out at 25°C. *w^1118^* fly stock was used as a wild-type control.

### Starvation and oxidative stress

For life span analysis, newly eclosed flies (females or males) were transferred to fresh food every 2 days, and dead flies were counted.

For starvation stress assay, 5-day-old adult flies (females or males) were transferred from normal food to the vials containing Whatman filter paper soaked with PBS (15–20 flies per vial). Fresh PBS was added every 24 hr to prevent drying. Dead flies were counted every 12 hr.

For oxidative stress assay, 5-day-old adult flies (females or males) were transferred from normal food to the vials containing normal food supplemented with 5% hydrogen peroxide (15–20 flies per vial). Dead flies were counted every 12 hr.

For starvation stress resistance experiment on larvae, second-instar larvae (~53 hr) were transferred to the media containing 1.2% agarose. Surviving larvae were counted every 12 hr. For oxidative stress resistance, early third-instar larvae (~74 hr) were transferred to the media containing regular food supplemented with 10 mM paraquat. Percentages of pupae formed and imago eclosed were counted.

GFP-dSTING tissue expression *dSTINGΔ;GFP-dSTING* flies were used. From the third-instar larvae, the following tissues/organs were dissected: fat body, guts, brains (neural ganglia), and salivary glands. From the 5-day-old adults, the following tissues were dissected: testes, ovaries, thoraxes, heads, guts, and abdominal carcasses. Abdominal carcass is what is left of the abdomen after the gut and testes/ovaries have been removed. Tissues/organs were placed in 1× Laemmli buffer and boiled 5 min at 95°C. 10 μg of extract was loaded per well of SDS–PAGE gel. Western blotting was performed using antibodies against GFP (1:1000, Santa Cruz Biotechnology, B2, cat. sc-9996).

### Axenic flies

To obtain axenic flies, 0–12 hr embryos were collected, dechorionated for 5 min in 50% Clorox, washed 2× with autoclaved water, and transferred to sterile food. The axenity of flies was confirmed by PCR from flies homogenate using primers to 16 s rDNA gene (8FE, 5’- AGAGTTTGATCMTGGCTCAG-3’ and 1492 R, 5’- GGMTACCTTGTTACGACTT-3’).

### Triglycerides and glycogen quantifications

Eight 5-day-old males (with heads removed) were collected, frozen in liquid nitrogen, and stored at –80°C. Flies were ground in 200 µl of PBST buffer (PBS with 0.01% Triton X-100) and heated at 70°C for 10 min (Tennessen et al., 2014). For *yolk-GAL4* experiment, only females were used for TAG and glycogen measurement. In this case, six females (with heads removed) were used per sample.

For TAG measurement, 6 µl of homogenate were mixed with 25 µl of PBS and 30 µl of TAG reagent (Pointe Scientific, Cat. T7531) or Free Glycerol Reagent (MilliporeSigma, Cat. F6428). Triglyceride standard solution (from Pointe Scientific, Cat. T7531 kit) and glycerol standard solution (MilliporeSigma, Cat. G7793) were used as standards. Reactions were incubated for 30 min at 37°C, centrifuged 6000 g for 2 min, and supernatants were transferred to 96-well plate, after which absorbance was read at 540 nm. The TAG concentration in each sample was determined by subtracting the values of free glycerol in the corresponding sample. Total protein level in the samples was determined using Bio-Rad Protein Assay Dye Reagent Concentrate (Bio-Rad, Cat. 5000006).

For glycogen measurement, homogenate was centrifuged 5 min at 10,000 g. 6 µl of supernatant were mixed with 24 µl of PBS and 100 µl of glucose reagent (MilliporeSigma, Cat. GAGO20) with or without the addition of amyloglucosidase (MilliporeSigma, Cat. A1602, 0.25U per reaction) and transferred to 96-well plate. Glycogen solution (Fisher Scientific, Cat. BP676-5) and glucose solution (MilliporeSigma, Cat. 49161) were used as standards. Reactions were incubated 60 min at 37°C, after which 100 µl of sulfuric acid were added to stop the reaction, and the absorbance was read at 540 nm. Glycogen concentration in each sample was determined by subtracting the values of free glucose in corresponding sample. Total protein level in the samples was determined using Bio-Rad Protein Assay Dye Reagent Concentrate (Bio-Rad, Cat. 5000006).

### Hemolymph sugar quantification

Fifty 5-day-old males were anesthetized with CO_2_ and pricked with a needle in the thorax. 0.2 ml PCR tubes with caps removed were inserted inside 1.5 ml tube. Pricked flies were placed into a spin column (Zymo Research, Cat. N. C1005-50) with plastic ring and filling removed (leaving only bottom glass wool layer). Spin columns were inserted into a 1.5 ml tube with PCR tube, centrifuged 5 min at 2500 g at 4°C, shaken to dislodge flies, and centrifuged one more minute. 0.5 µl of collected hemolymph were mixed with 4.5 µl of PBS, heated at 70°C for 5 min, centrifuged at 6000 g 15 s, and placed on ice. To measure glucose level, 2 µl samples (in duplicates) were mixed with 100 µl Infinity glucose reagent (Thermo Scientific, Cat. N. TR15421) in a 96-well plate, and after 5 min incubation at 37°C, the absorbance was read at 340 nm. To measure trehalose level, 1 µl of trehalase (MilliporeSigma, Cat. No T8778) was added to the wells with measured glucose (see above). Plate was incubated at 37°C overnight, the absorbance was read at 340 nm, and glucose readings were subtracted from obtained values. Total protein level in the samples was determined using Bio-Rad Protein Assay Dye Reagent Concentrate (#5000006, Bio-Rad).

### CAFE assay

CAFE assay was adopted from Diegelmann et al., 2017. Plastic bottles with carton caps and small holes on the bottom to allow for air circulation were used. Five openings were made in a carton cap to fit the pipette tips of 2–20 µl volume. Five glass capillaries (Drummond Scientific Company, Cat. No. 2-000-001) were filled with 5 µl of 20% sucrose solution in water and inserted into pipet tips on the cap. Ten 4-day-old males were placed in each bottle, and all bottles were placed into a plastic box containing wet paper towel to provide humidity. Control bottles that contained no flies were set up to account for liquid evaporation. After 24 hr and 48 hr, the amount of food consumed in each bottle was measured as follows: Food consumption (µl/fly) = (Food uptake (µl) − Evaporative loss (µl))/total number of flies in the vial.

### Smurf gut permeability assay

5-day-old flies were transferred from normal food to food containing 2.5% (wt/vol) Blue dye no. 1 (MilliporeSigma, Cat. No 3844-45-9). Flies were kept on dyed food for 12 hr. A fly was counted as a Smurf if dye coloration could be observed outside of the digestive tract.

### Lipid droplet staining

For Nile Red staining, adult fat bodies and guts were dissected in PBS, fixed in 4% paraformaldehyde for 20 min, washed twice with PBS, and mounted in fresh Nile Red solution with DAPI (0.5 mg/ml Nile Red [ThermoFisher, cat N1142] stock solution diluted 1000× with PBS supplemented with 30% glycerol). For LipidTox staining, adult fat bodies were dissected in PBS, fixed in 4% paraformaldehyde for 20 min, washed once with PBST and twice with PBS, and stained with 50× dilution of HCS LipidToxGreen (ThermoFisher, cat. H34475) in PBS. After LipidTox staining, fat bodies were washed with PBS, stained with DAPI, and mounted in Fluoromount-G (SouthernBiotech, cat. 0100–01). Images were collected using Olympus Fluoview FV3000. Quantification of surface area occupied by lipid droplets was performed using cellSens Dimension Desktop (Olympus). Minimum 8 (guts) or 11 (fat bodies) samples per genotype were analyzed.

### Microarray analysis

Total RNA was extracted from ten 5-day-old male flies (*w^1118^* or *dSTINGΔ*), fed or 24 hr starved, using ZR Tissue and Insect RNA MicroPrep (Zymo Research, #R2030) according to the manufacturer’s instructions. Three replicates per genotype/condition were used. Microarray analysis was performed at the Boston University Microarray and Sequencing Resource Core Facility. *Drosophila* Gene 1.0 ST CEL files were normalized to produce gene-level expression values using the implementation of the Robust Multiarray Average (RMA) (Irizarry et al., 2003) in the *affy* package (version 1.48.0) (Gautier et al., 2004) included in the Bioconductor software suite (version 3.2) (Gentleman et al., 2004) and an Entrez Gene-specific probeset mapping (20.0.0) from the Molecular and Behavioral Neuroscience Institute (Brainarray) at the University of Michigan (Dai et al., 2005). Array quality was assessed by computing Relative Log Expression (RLE) and Normalized Unscaled Standard Error (NUSE) using the *affyPLM* package (version 1.46.0). PCA was performed using the *prcomp* R function with expression values that had been normalized across all samples to a mean of zero and a standard deviation of one. Differential expression was assessed using the moderated (empirical Bayesian) *t* test implemented in the *limma* package (version 3.26.9) (i.e., creating simple linear models with *lmFit*, followed by empirical Bayesian adjustment with *eBayes*). Correction for multiple hypothesis testing was accomplished using the Benjamini–Hochberg false discovery rate (FDR) (Benjamini et al., 2001). Human homologs of fly genes were identified using HomoloGene (version 68). All microarray analyses were performed using the R environment for statistical computing (version 3.2.0).

Gene Ontology (GO) analysis was conducted using the DAVID Functional Annotation Tool (https://david.ncifcrf.gov/).

GSEA (version 2.2.1) (Subramanian et al., 2005) was used to identify biological terms, pathways, and processes that are coordinately up- or down-regulated within each pairwise comparison. The Entrez Gene identifiers of the human homologs of the genes interrogated by the array were ranked according to the *t* statistics computed for each effect in the two-factor model and for each pairwise comparison. Any fly genes with multiple human homologs (or vice versa) were removed prior to ranking, so that the ranked list represents only those human genes that match exactly one fly gene. Each ranked list was then used to perform pre-ranked GSEA analyses (default parameters with random seed 1234) using the Entrez Gene versions of the Hallmark, Biocarta, KEGG, Reactome, Gene Ontology (GO), and transcription factor and microRNA motif gene sets obtained from the Molecular Signatures Database (MSigDB), version 6.0 (Subramanian et al., 2007).

### RT-qPCR

RNA was isolated from eight 5-day-old males using ZR Tissue and Insect RNA MicroPrep (Zymo Research, #R2030). DNA was removed using TURBO DNAse (Invitrogen, #AM2238) following manufacturer’s recommendations. cDNA was generated from 1 μg of total RNA using ProtoScript II First Strand cDNA Synthesis Kit (New England Biolabs, E6560). RT-qPCR analysis was performed in Luna Universal qPCR Master Mix (New England Biolabs, #M3003) using a Roche LightCycler480 (Roche). Primers used were as follows: CG1667-F, 5’-ATGGCAATCGCTAGCAACGT-3’ and CG1667-R, TGGCTACAATGCGAATAGAGGT (Hu et al., 2013). Two qPCR technical replicates were conducted for three-four biological replicates. Relative expression was normalized to *rpl32* reference gene using ∆∆Ct comparative method.

### Mass spectrometry

Fat body from six third-instar larvae ubiquitously overexpressing GFP-dSTING (genotype *w^1118^;+/+;tub-GAL4/GFP-dSTING*) or control larvae (genotype *w^1118^*) were ground in 200 µl of IP buffer (25 mM HEPES, pH 7.6, 0.1 mM EDTA, 12 mM MgCl_2_, 100 mM NaCl, 1% NP-40) and extracted for 30 min at RT. Recombinant GFP protein was added to the control lysate. Samples were centrifuged 10,000 g for 5 min, and supernatant was precleared with 20 µl of protein G sepharose beads (Amersham Biosciences, cat. 17-0618-01) for 2 hr at 4°C. Precleared lysate was incubated with 4 µg of antibodies against GFP tag (DSHB, 4C9) overnight at 4°C. Beads were washed four times with IP buffer, and immunoprecipitation reactions were separated by SDS–PAGE and most prominent individual gel bands corresponding to ~250 kDa and ~30 kDa were excised. Mass spectromery detection was performed at The Proteomics Resource Center at The Rockefeller University. Proteins were reduced with DTT, alkylated with iodoacetamide, and trypsinized. Extracted peptides were analyzed by nanoLC-MS/MS (Dionex 3,000 coupled to Q-Exactive+, Thermo Scientific), separated by reversed phase using an analytical gradient increasing from 1% B/ 99% A to 40% B/ 60% A in 27 min (A: 0.1% formic acid, B: 80% acetonitrile/0.1% formic acid). Identified peptides were filtered using 1% FDR and Percolator (Käll et al., 2007). Proteins were sorted out according to estimated abundance. The area is calculated based on the most abundant peptides for the respective protein (Silva et al., 2006). Proteins not detected or present in low amounts are assigned an area zero. Data were extracted and queried against Uniprot *Drosophila* using Proteome Discoverer and Mascot.

### Immunoprecipitation

Fifteen abdomens of 5-day-old males were ground in 300 µl of IP buffer (10 mM Tris pH 7.4, 1 mM EDTA, 1 mm EGTA, 2 mM MgCl_2_, 2 mM MnCl_2_, 1× Halt Protease, and Phosphatase Inhibitor Cocktail [Thermo Scientific, cat. 78446], supplemented with 100 mM NaCl, 0.02% Triton X-100 for ACC IP and 150 mM NaCl, 0.1% Triton X-100 for FASN IP). After extraction for 30 min at RT, samples were centrifuged 600 g at 3 min and supernatants were precleared with 15 µl of protein A agarose beads (Goldbio, cat. P-400–5) for 2 hr at RT. After discarding the beads, supernatant was divided in half and incubated with either antibodies or corresponding normal IgG overnight at 4°C. Antibodies used were as follows: rabbit anti-ACC (Cell Signaling, #3676), guinea pig anti-FASN (generously provided by A.Teleman [Moraru et al., 2018]), rabbit IgG (Sino Biological, cat. CR1), and guinea pig IgG (Sino Biological, cat. CR4). Beads were washed three times with IP buffer, and bound proteins were analyzed by SDS–PAGE and western blotting.

### ACC activity assay

Assay was conducted using acetyl-CoA carboxylase assay kit (#MBS8303295, MyBioSource). Eight males were collected, frozen in liquid nitrogen, and stored at –80°C. Flies were ground in 250 µl of assay buffer after which another 250 µl of assay buffer were added (total lysate volume 500 µl). Lysates were centrifuged 8,000 g for 10 min at 4°C, and 300 µl of supernatant were transferred to a new tube. To set up the reaction, 10 µl of supernatant (or assay buffer for control reactions) were mixed with 90 µl of substrate and incubated 30 min at 37°C after which the reactions were centrifuged 10,000 g for min at 4°C. 5 µl of supernatant, water (for blank reaction), or standards (phosphate) were added to 100 µl of dye working reagent in a 96-well plate, and the absorbance at 635 nm was recorder after 5 min of incubation. Total protein level in the samples was determined using Bio-Rad Protein Assay Dye Reagent Concentrate (#5000006, Bio-Rad). One unit of ACC activity is defined as the enzyme generates 1 nmol of PO_4_^3-^ per hour.

### FASN activity assay

Assay was conducted essentially as described in Moraru et al., 2018. Eight males were collected, frozen in liquid nitrogen, and stored at –80°C no more than 1 day. Flies were ground in 150 µl of homogenization buffer (10 mM potassium phosphate buffer pH 7.4, 1 mM EDTA, 1 mM DTT) and 300 µl of cold saturated ammonium sulfate solution (4.1 M in water, pH 7) were added to the lysate. After incubation on ice for 20 min, samples were centrifuged at 20,000 g for 10 min at 4°C and supernatant was carefully removed. Pellet was resuspended in 200 µl of homogenization buffer, centrifuged 10,000 g 10 min, and 150 µl of supernatant were transferred to a new tube. To set up the reaction, 20 µl of sample were added to 160 µl of 0.2 mM NADPH (#9000743, Cayman Chemical) in 25 mM Tris pH 8.0 and incubated 10 min at 25°C in a 96-well plate. 20 µl of water (for control reaction) or a mix of 10 µl of 0.66 mM acetyl CoA (#16160, Cayman Chemical) and 10 µl of 2 mM malonyl-CoA (#16455, Cayman Chemical) were added to the reaction, and absorbance at 340 nm was recorded every 5 min for 60 min at 25°C using Synergy two multi-mode microplate reader (BioTec). Absorbance for control reaction was subtracted for each time point. Total protein level in the samples was determined using Bio-Rad Protein Assay Dye Reagent Concentrate (#5000006, Bio-Rad).

### Polar metabolite profiling

For polar metabolite profiling experiment, twenty 5-day-old adult flies (males) were collected in Eppendorf tube, weighted, frozen in liquid nitrogen, and stored at −80°C. For metabolite extraction, flies were transferred to 2 ml tubes with 1.4 mm ceramic beads (Fisher Scientific, cat. 15-340-153), 800 µl of extraction buffer was added (80% methanol [A454, Fisher Scientific] and 20% H_2_0 [W7SK, Fisher Scientific], standards), and flies were processed on BeadBlaster 24 Microtube Homogenizer (Benchmark Scientific) at 6 m/s for 30 s. Tubes were incubated on rotator for 1 hr at 4°C and centrifuged 20,000 g 15 min at 4°C. Seven hundred microliters of supernatant was transferred to new Ependorf tube and dried in a vacuum centrifuge.

Metabolomics analysis was performed at The Proteomics Resource Center at The Rockefeller University. Polar metabolites were separated on a ZIC-pHILIC 150 × 2.1 mm (5 μm particle size) column (EMD Millipore) connected to a Thermo Vanquish ultrahigh-pressure liquid chromatography (UPLC) system and a Q Exactive benchtop orbitrap mass spectrometer equipped with a heated electrospray ionization (HESI) probe. Dried polar samples were resuspended in 60 μl of 50% acetonitrile, vortexed for 10 s, and centrifuged for 15 min at 20,000 g at 4°C, and 5 μl of the supernatant was injected onto the LC/MS system in a randomized sequence. Mobile phase A consisted of 20 mM ammonium carbonate with 0.1% (vol/vol) ammonium hydroxide (adjusted to pH 9.3), and mobile phase B was acetonitrile. Chromatographic separation was achieved using the following gradient (flow rate set at 0.15 ml min^−1^): gradient from 90% to 40% B (0–22 min), held at 40% B (22–24 min), returned to 90% B (24–24.1 min), equilibrating at 90% B (24.1–30 min). The mass spectrometer was operated in polarity switching mode for both full MS and data-driven aquisition scans. The full MS scan was acquired with 70,000 resolution, 1× 106 automatic gain control (AGC) target, 80 ms max injection time, and a scan ranges of 110–755 m/z (neg), 805–855 m/z (neg), and 155–860 m/z (pos). The data-dependent MS/MS scans were acquired at a resolution of 17,500, 1× 105 AGC target, 50 ms max injection time, 1.6 Da isolation width, stepwise normalized collision energy of 20, 30, and 40 units, 8 s dynamic exclusion, and a loop count of 2, scan range of 110–860 m/z.

Relative quantitation of polar metabolites was performed using Skyline Daily56 (v.20.1.1.158) with the maximum mass and retention time tolerance were set to 2 ppm and 12 s, respectively, referencing an in-house library of chemical standards. Metabolite levels were normalized to the total protein amount for each condition.

### Membrane and cytoplasmic protein extraction

Membrane fractionation was performed following the protocol from Abas and Luschnig, 2010 with modifications. Flies were either fed or starved for 24 hr. Thirteen abdomens (guts and testes removed) from 5-day-old males of flies expressing GFP-dSTING (*w^1118^;dSTINGΔ/dSTINGΔ;GFP-dSTING/GFP-dSTING*) were ground in 100 µl of EB (30 mM Tris pH 7.5, 25% sucrose, 5% glycerol, 5 mM EDTA, 5 mM EGTA, 5 mM KCl, 1 mM DTT, aprotinin, leupeptin, PMSF), spun down at 600 g for 3 min to remove debris. Supernatant after centrifugation represents total protein fraction. Supernatant was diluted twice with 100 µl H_2_O and centrifuged at 21,000 g for 2 hr at 4°C. Resulting supernatant represents cytoplasmic fraction. Pellet was resuspended in 30 µl of EB supplemented with 0.5% Triton X-100, resulting in membrane fraction sample. Proteins were subjected to SDS–PAGE and western blotting. Total protein fraction was used for assessing the levels of ACC and FASN. Cytoplasmic and membrane fractions were used to analyze GFP-dSTING localization. Antibodies used were as follows: ACC (1:1000, C83B10, Cell Signaling, #3676), FASN (1:2000, generously provided by A.Teleman [Moraru et al., 2018]), Gapdh1 (1:2000, Sigma-Aldrich, #G9545), ATPβ (1:1000, Abcam, cat. ab14730), and GFP (1:1000, Santa Cruz Biotechnology, B2, cat. sc-9996).

### Immunostaining

Adult fat body and guts were dissected in PBS, fixed in 4% paraformaldehyde for 20 min, washed with PBST (PBS supplemented with 0.1% Triton X-100), and blocked with PBST supplemented with 10% goat serum for 1 hr at RT. Tissue were stained with primary antibodies in PBST +10% goat serum overnight at 4°C, washed three times with PBST, and incubated with secondary antibodies in PBST + 10% goat serum for 2 hr at RT. Antibodies used were as follows: ACC (1:200, C83B10, Cell Signaling, #3676), Calnexin (1:30, DSHB, Cnx99A, 6-2-1-s), FASN (1:150, generously provided by A.Teleman [Moraru et al., 2018]), and GFP (Proteintech, cat. 50430–2-AP). After three washes with PBST, tissues were stained with DAPI, washed with PBS, and mounted in Fluoromount-G (SouthernBiotech, cat. 0100–01). Images were collected using Olympus Fluoview FV3000.

### Data analysis

All data are reported as mean ± SD. To determine statistical differences, Student’s t‐test was performed for comparison of two groups, and two-way ANOVA followed by Tukey multiple comparison test was utilized when three and more groups were compared. A probability value of p<0.05 was considered significantly different. Statistical calculations were performed using the GraphPad Prism software (La Jolla, CA). Survival curves were plotted and analyzed by log-rank analysis (Kaplan–Meier method) using GraphPad Prism software (La Jolla, CA).

## Data Availability

Microarray data have been deposited in GEO under accession code GSE167164. The following dataset was generated: AkhmetovaKA GowerAC 2021Microarray data have been deposited in GEO under accession code GSE167164NCBI Gene Expression OmnibusGSE167164

## Additional files

Supplementary file 1. 

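Among the genes in this file, the paper's reported fold change in *dSTINGΔ* fed flies is -11.4 for *Mtk*, -3.55 for *Drs*, -2.35 for *BomS1* and -2.46 for *PGRP-SD*. In *dSTINGΔ* starved flies it is -1.39 for *FASN1*, -1.87 for *PGRP-SD* and 2.28 for *Relish*. Each is the ratio of the arithmetic means of the unlogged signals of 3 mutant and 3 control arrays, written with a minus sign and inverted for a fall, while the log2 fold changes given here are differences of mean log2 values and give a single bright array less weight. For *Mtk* the difference of mean log2 values is -2.82. *dSTING*, *AttD*, *DptB*, *PGRP-SA*, *Spn53F* and *Spn42De* are not in the file and lie outside the 7337 genes that the authors' table marks as filtered. These 7337 are the genes whose signal was above the median of its array in at least 3 of the 12 arrays. Of the genes listed for fed flies, 246 of 291 elevated and 334 of 381 reduced genes passed an adjusted p of 0.05 in the limma model of all 12 arrays, and for starved flies 534 of 655 and 721 of 797 did. The listed fold changes are all over 1.4 in the fed lists, while the starved lists also hold smaller ones.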

Microarray analysis of *Drosophila STING* mutant flies.

Supplementary file 2. Mass spectrometry analysis of GFP-dSTING-interacting proteins.

Transparent reporting form

# Supplementary material for: Drosophila STING protein has a role in lipid metabolism
**Source:** eLife. 2021 Sep 1;10:e67358. doi: 10.7554/eLife.67358
**Supplement:** Figure 1—figure supplement 1—source data 1.

Source data for Supplementary Figure 1B

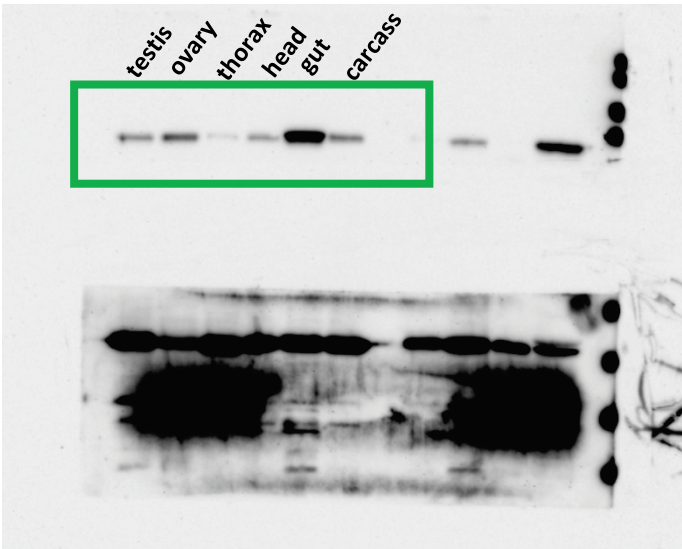

anti-GFP WB

Source data for Supplementary Figure 1D

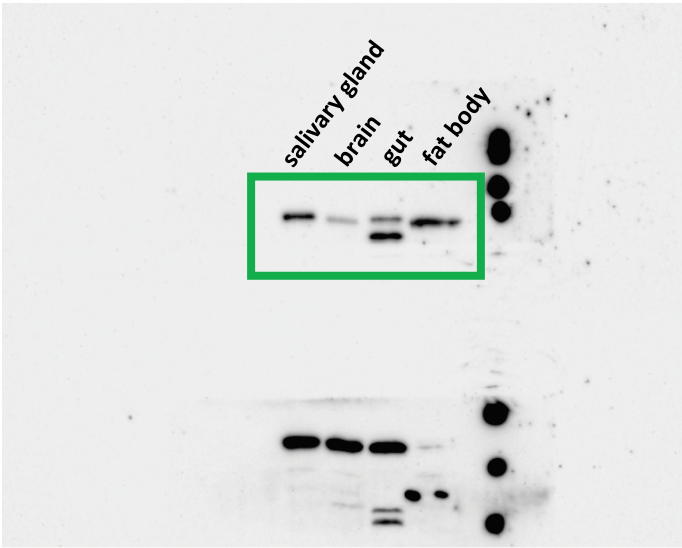

anti-GFP WB

# Supplementary material for: Drosophila STING protein has a role in lipid metabolism
**Source:** eLife. 2021 Sep 1;10:e67358. doi: 10.7554/eLife.67358

Source data for Figure 4A

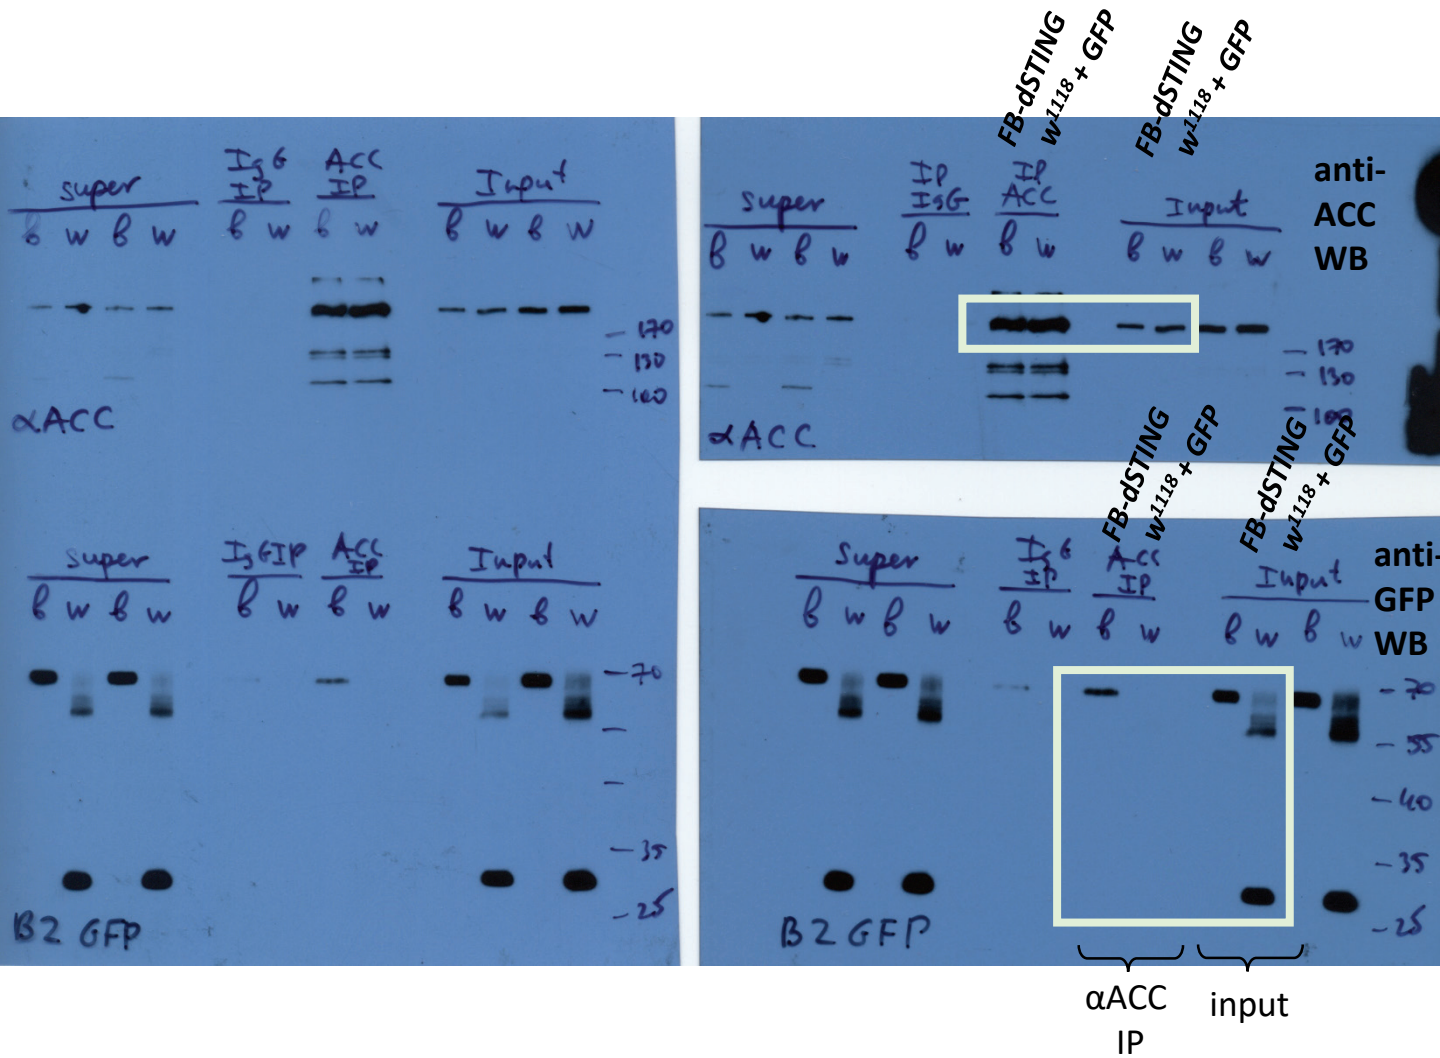

Source data for Figure 4B

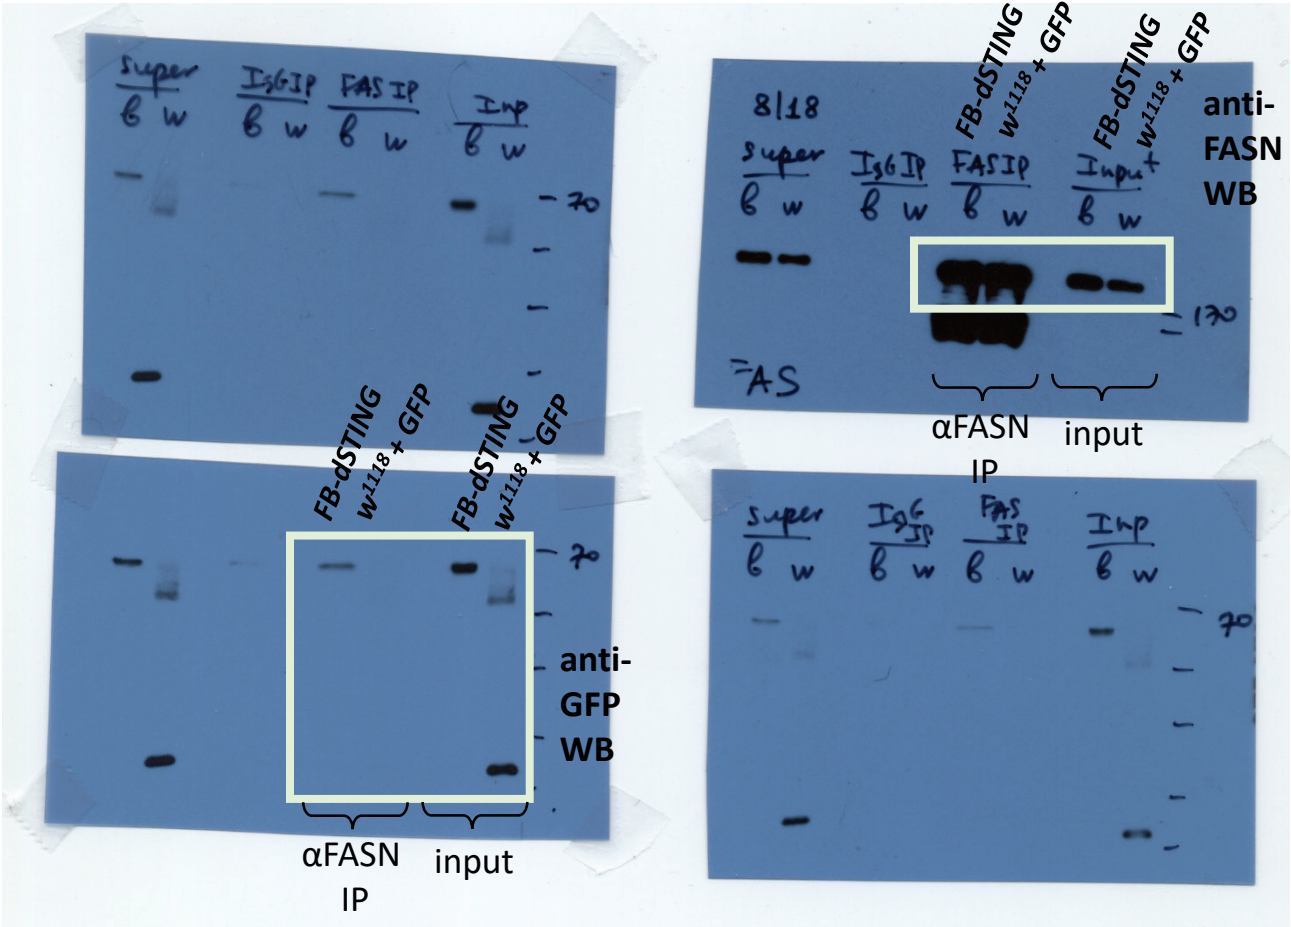

Source data for Figure 4C

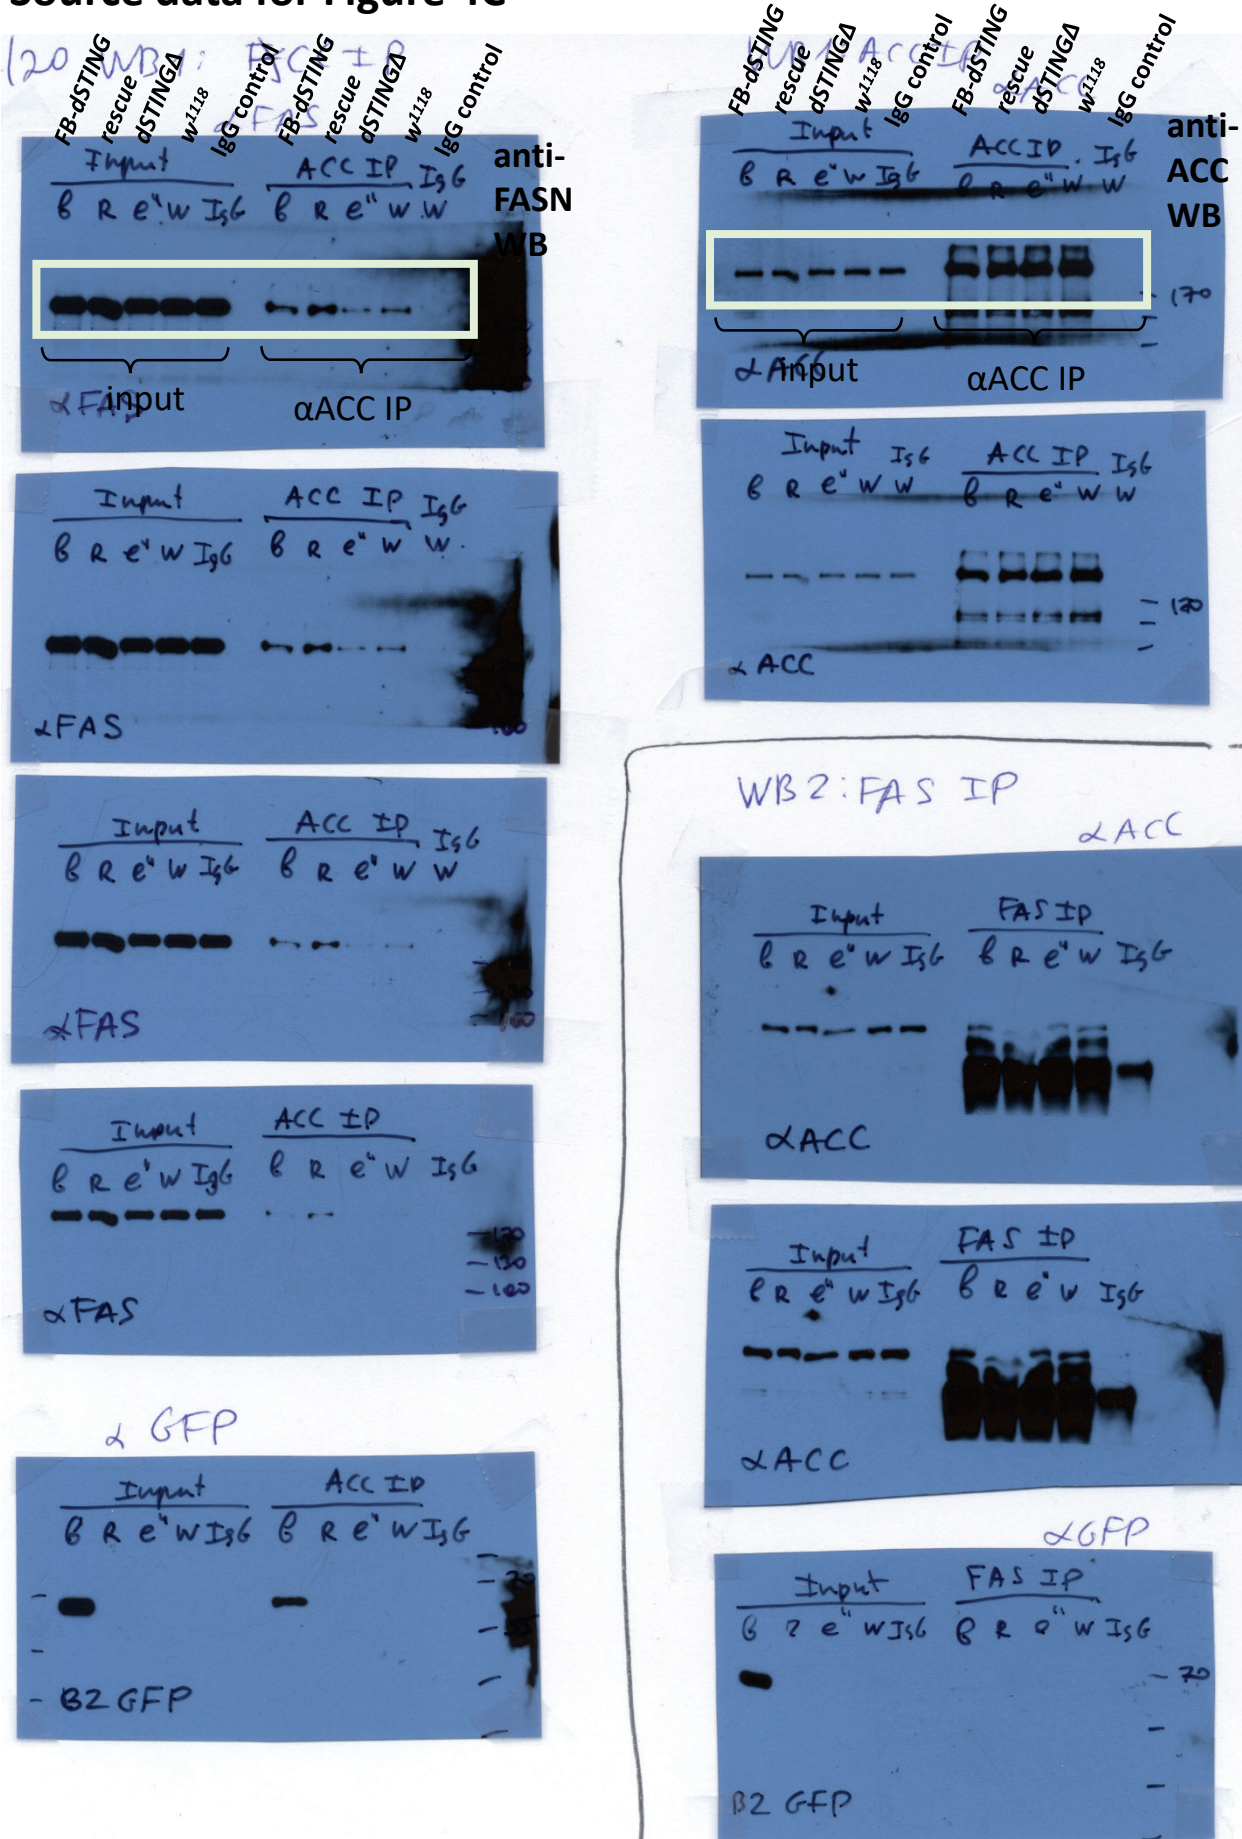

Source data for Figure 4D

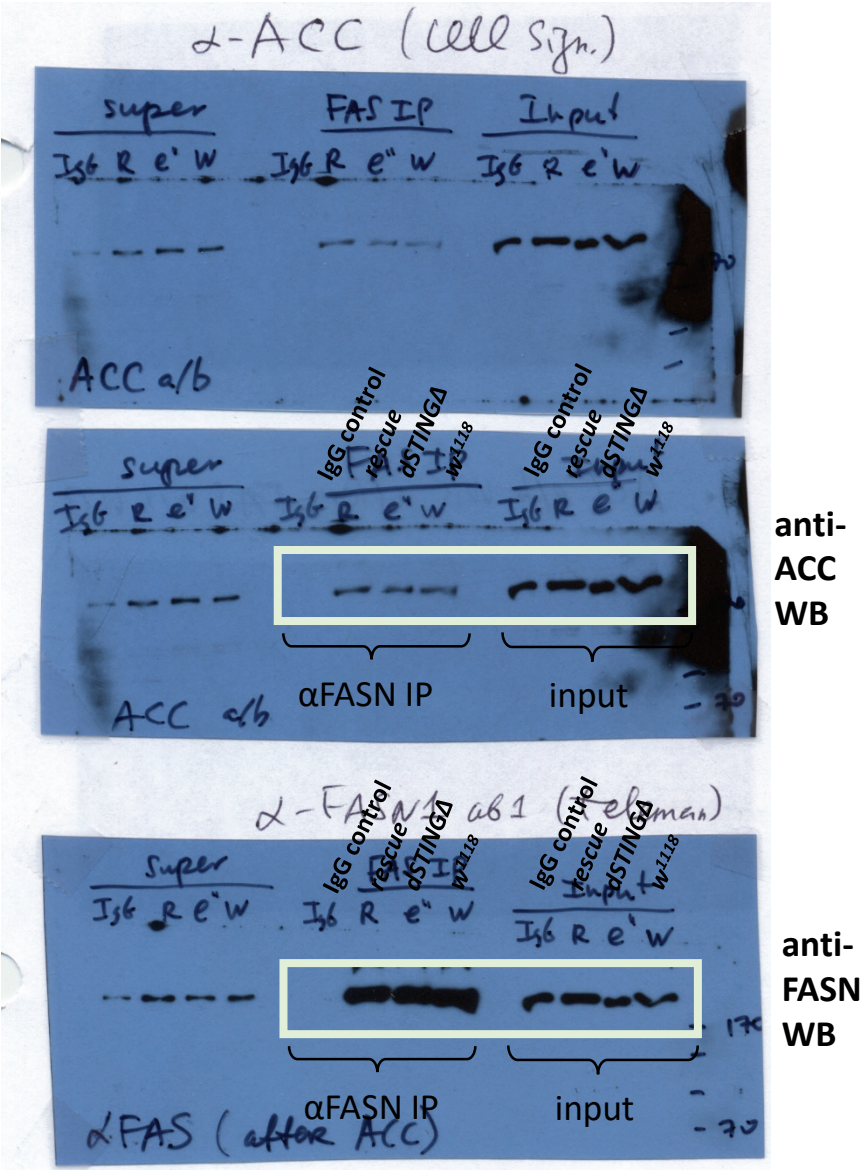

**Supplement:** Figure 4—source data 1.

# Supplementary material for: Drosophila STING protein has a role in lipid metabolism
**Source:** eLife. 2021 Sep 1;10:e67358. doi: 10.7554/eLife.67358
**Supplement:** Figure 6—figure supplement 1—source data 1.

Source data for Figure 6—figure supplement 1

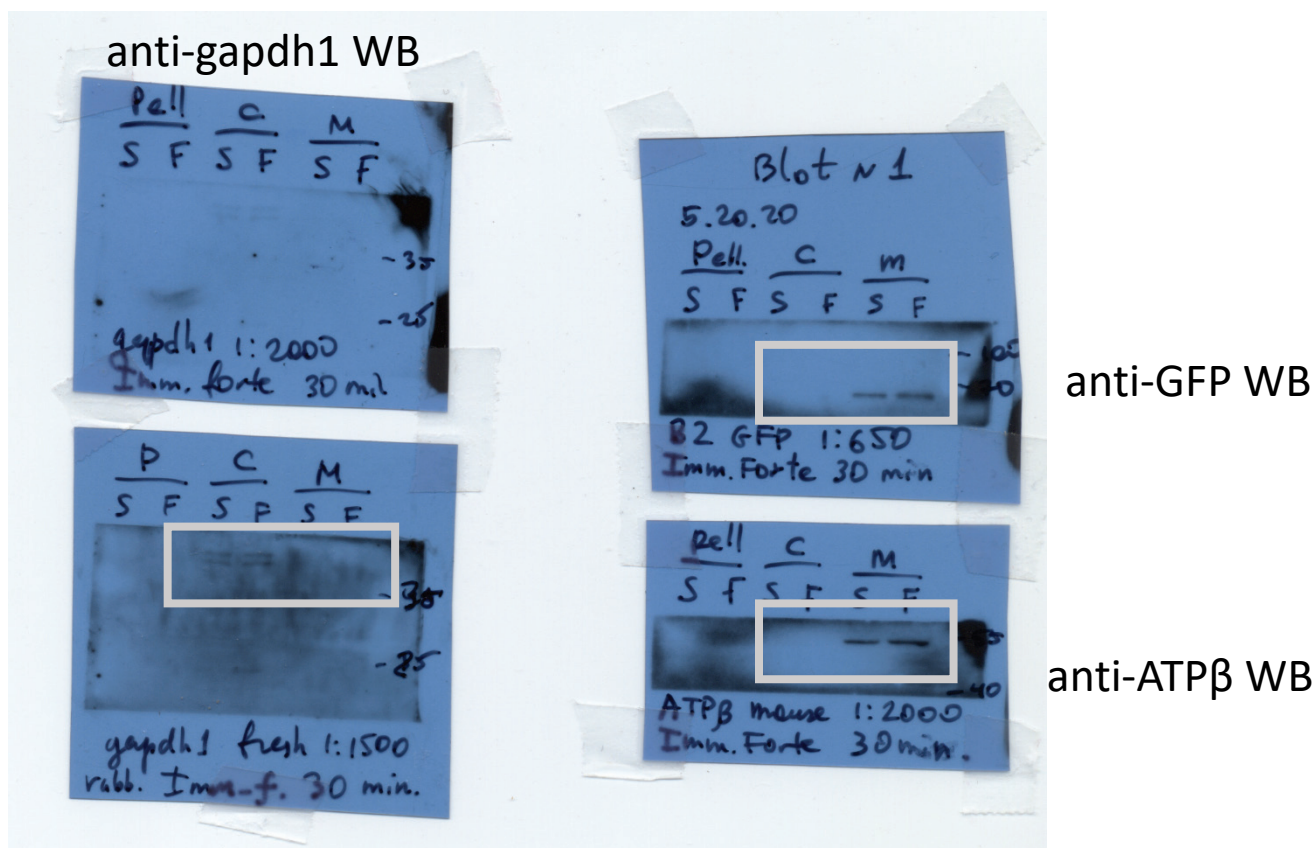

c – cytoplasmic fraction

m – membrane fraction

S – starved

F - fed

How the deposited data were processed for this re-analysis (not part of the article)

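The data are Affymetrix Drosophila Gene 1.0 ST arrays of whole adult males, 12 arrays in 4 groups of 3: control (*w*1118) fed, control starved, *dSTINGΔ* fed and *dSTINGΔ* starved. Each sample was total RNA from 10 flies, and starved flies had spent 24 hr without food. The authors normalized the arrays by robust multi-array averaging with affy 1.48.0, R 3.2.0, Bioconductor 3.2 and the Brainarray Entrez mapping 20.0.0, checked them with affyPLM 1.46.0, tested genes with limma 3.26.9 and ran GSEA 2.2.1 with MSigDB 6.0 and seed 1234.

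The table deposited by the authors holds 1 log2 value per gene and array, for 13554 genes and values from 1.11 to 12.2, and the authors' sample records hold the same log2 values rounded to 2 decimals, which differ from the table by at most 0.00500. Its columns are numbered by array, and each of the 12 equals exactly 1 sample of the same group within 0.0051. The ratio or fold score columns deposited by the authors equal the ratio of the arithmetic means of the unlogged values, inverted with a minus sign for a fall. The p-value columns and t score columns deposited by the authors for each of the 4 pairs of groups equal a limma fit of the 6 arrays compared. Those of the authors' 2-factor model were not compared. A second set of adjusted p-values, for 7337 genes that the authors mark as filtered, covers exactly the genes above the median of their array in at least 3 arrays. The same table gives each gene's symbol, Gene Ontology and KEGG terms. Of the genes 224 have a blank symbol. Neighbouring and enclosing genes were taken from the RefSeq annotation of assembly GCF_000001215.4 (Release 6), where 13263 of the Entrez identifiers were found.

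All values were computed here with R 4.3.3, limma 3.58.1 and fgsea 1.28.0. One linear model with 1 mean per group was fitted to all 12 arrays, which leaves 8 residual degrees of freedom (4.50 prior degrees of freedom), and moderated by empirical Bayes. The comparisons were *dSTINGΔ* against control in fed and in starved flies, starved against fed flies in each genotype, the genotype effect averaged over feeding, and the interaction. A gene was called at a Benjamini-Hochberg adjusted p under 0.05 over all 13554 genes, and separately with a fold change over 1.4. A fold change is the difference of mean log2 values. Principal components were computed from values centred and scaled per gene over all genes, and groups were compared on them by exact permutation, where 3 against 3 arrays give no p under 0.1. The spread of the first component and of the correlations was also computed by leaving out 1 array at a time (jackknife).

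The 31 gene lists, written before the data were examined but after Supplementary file 1 and Figure 3 had been read, are: fatty acid synthesis and desaturation, fatty acid elongases, triglyceride synthesis and lipid droplets, neutral lipases, fatty acid beta-oxidation, lipoproteins and lipid transport, antimicrobial peptides and Bomanins, Toll and Imd recognition and signaling, Turandot and JAK-STAT, hemocyte markers, neuronal signaling, photoreceptor, muscle, testis, accessory gland, fat body secreted and storage proteins, Jonah and trypsin digestive proteases, cytochrome P450 (without the reductase *Cpr*), glutathione S-transferases, UDP-glycosyltransferases (without *Ugt* itself), metallothioneins, oxidative stress and heat shock, nutrient signaling and autophagy, carbohydrate metabolism, amino acid metabolism, purine synthesis and folate cycle, cuticle proteins, odorant binding proteins, small nucleolar RNAs (snoRNAs), cytosolic ribosomal proteins and mitochondrial ribosomal proteins. Each was tested by camera with a preset correlation of 0.01, adjusted over the 31 lists of a comparison. Terms of Fig. 3 and KEGG pathways with at least 10 genes were added after seeing the data. A term of Fig. 3 holds only the genes directly given that term.

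The text names every gene the paper names for the arrays or as an interacting enzyme. For fed flies it names the 8 largest rises and 8 largest falls among called genes whose groups do not overlap. For starved flies it names only part of the genes chosen in the same way. For each starvation comparison it names 5 and 5, and for the interaction the 5 smallest p-values in each direction. For each list it names up to 4 members with the smallest p-values. A gene outside this rule is said to be chosen after its value was seen. Which members of the purine synthesis and folate cycle list passed in starved flies, and how many, is not reported here.

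The alternatives tried were the 6 arrays of the 2 groups alone, a replicate block, a trended and robust empirical Bayes step, array quality weights, arrays centred on their median, quantile normalization repeated over genes above the median, only genes above the median (6777) or above a lower signal limit (9036), the values of the sample records, each array left out in turn, other p and fold thresholds, camera with an estimated correlation, fry, fgsea (seed 1234), unscaled principal components, and components or similarities over fewer genes. Alternatives that need a replicate number, a block or an array left out by name used the values of the sample records. The model was tested on simulated data of 13554 genes in 20 runs: it called 48.9% of genes changed 1.4 fold in fed flies and 91.9% of those changed 2 fold, and 0.0624% of unchanged genes. A list shifted as a whole was found in 20 of 20 runs, with 1 of 600 other list tests past 0.05. The simulated genes varied independently of each other, so these rates do not carry over to lists whose genes vary together between arrays. Array medians lay between 5.82 and 5.88, and the array files themselves were not used here.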

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

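The tests chosen only after their result was seen are those with the within-group axis as a covariate, the comparison of the neuronal genes between fed and starved flies and the comparison of the X chromosome with the autosomes.

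The genotype effect differed between starved and fed flies for 10 lists by a test of the interaction. The median difference (log2, starved minus fed, camera adjusted p in parentheses) was -0.16 (0.00367) for beta-oxidation, 0.57 (0.00278) for antimicrobial peptides and Bomanins, -0.38 (5.4e-08) for neuronal signaling, -0.32 (1.2e-05) for muscle, 0.20 (0.00343) for testis, 0.90 (0.0177) for metallothioneins, 0.21 (2.2e-04) for nutrient signaling and autophagy, 0.26 (4.0e-04) for purine synthesis, 0.40 (5.0e-12) for snoRNAs and 0.11 (0.00173) for cytosolic ribosomal proteins. With an estimated correlation every adjusted p of these lists was 0.765 or more. Without control fed replicate 1 the beta-oxidation (0.0505) and metallothionein (0.0736) differences did not pass. With each array's score on the leading axis of the within-group deviations as a covariate, the differences of antimicrobial peptides 0.29 (0.338), testis 0.07 (0.143) and cytosolic ribosomal proteins -0.02 (0.948) did not pass, and those of neuronal signaling -0.10 (0.0332), muscle -0.20 (4.8e-04) and snoRNAs 0.09 (0.00270) were smaller. The difference of the antimicrobial peptides was 0.28 (0.0300) without *dSTINGΔ* starved replicate 2, where the list was lower in starved flies (-0.28), and it did not pass with quantile normalization repeated (0.939), over genes above the median (0.633) or above a lower signal limit (0.126).

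The same test passed for single genes, of which the 5 smallest p-values in each direction belong to *Gyc32E* 1.96 (2.0e-04), *snoRNA:Me28S-C1237* 2.17 (0.00243), *CG14205* 1.75 (0.00354), *atk* 1.57 (0.00354), *Rel* 1.23 (0.00361), *CG32191* -1.43 (2.3e-04), *Obp56f* -2.13 (0.00243), *CG31493* -1.73 (0.00291), *Rfabg* -1.33 (0.00351) and *Glt* -1.02 (0.00354) (log2 difference, limma adjusted p in parentheses).

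A change in gene groups that the paper does not discuss was seen in 15 list tests (median log2 fold change, camera adjusted p in parentheses). In fed flies these are hemocyte markers -0.68 (2.3e-08), photoreceptor 0.48 (1.7e-05), cytochrome P450 -0.0703 (0.0241), metallothioneins 0.57 (0.00606) and cytosolic ribosomal proteins -0.10 (0.00717). In starved flies they are hemocyte markers -0.64 (2.6e-06), photoreceptor 0.32 (0.00186), muscle -0.20 (0.00265), testis 0.23 (0.0456), fat body proteins -0.11 (0.0485), UDP-glycosyltransferases -0.26 (0.00460), metallothioneins 1.97 (3.2e-05), nutrient signaling 0.21 (0.00172), purine synthesis 0.26 (0.0123) and snoRNAs 0.44 (2.4e-12). Calls lost without 1 array were cytochrome P450 in fed flies without control fed replicate 3 (0.152) or *dSTINGΔ* fed replicate 2 (0.0631), cytosolic ribosomal proteins without control fed replicate 2 (0.0771) or control fed replicate 3 (0.255), photoreceptor in starved flies without control starved replicate 3 (0.198), testis without control fed replicate 2 (0.0505), control starved replicate 1 (0.0523), control starved replicate 2 (0.0658), *dSTINGΔ* starved replicate 1 (0.0730) or *dSTINGΔ* starved replicate 2 (0.0560) and fat body proteins without control fed replicate 1 (0.0741), control fed replicate 2 (0.0514), control fed replicate 3 (0.0659), *dSTINGΔ* fed replicate 3 (0.0560) or control starved replicate 3 (0.149). Calls were also lost with the 6 arrays alone for fat body proteins (0.112) and purine synthesis (0.0571), with array weights for cytochrome P450 (0.0719) and fat body proteins (0.125), with a replicate block for fat body proteins (0.0521), and with fgsea for cytochrome P450 (0.0560) and metallothioneins (0.0980) in fed flies and testis (0.0734) in starved flies. With an estimated correlation the adjusted p of these 15 tests ran from 0.267 to 0.817. With the axis as a covariate cytochrome P450 (0.0657) and cytosolic ribosomal proteins (0.224) in fed flies did not pass. The median of cytochrome P450 hardly moved (-0.0698), while that of cytosolic ribosomal proteins shrank to -0.04. The median of photoreceptor genes moved to 0.27 in fed and 0.54 in starved flies, and in starved flies that of testis genes to 0.14 and that of snoRNAs to 0.26.

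Neuronal genes were higher and antimicrobial peptides lower in *dSTINGΔ* fed than in control fed flies, and the neuronal list also varied between replicates. With this axis (35.3% of the within-group variance) as a covariate, the neuronal median was 0.353 and the antimicrobial peptide median -0.26, which argues against this axis as the whole cause; without any 1 fed control array the neuronal median stayed at 0.315 or more, which argues against a single array. A genotype effect of the same size in both feeding states stays open: the starved median was 0.0770, and 0.20 with the axis as a covariate, where the difference was -0.10 (0.0332). A change of tissue proportions in the whole body was not tested and stays open beside a change within cells.

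Of the genes that differed by over 2 fold between the genotypes averaged over feeding (275), 273 had the same sign in fed and starved flies. A short segment around *dSTING* carried from a different stock would raise the share near the gene. Of the 200 nearest genes 5 passed and of 13062 others 264, a ratio of 1.24, against the 3 set in advance. The Fisher exact p was 0.607, with a 95% confidence interval of the odds ratio from 0.396 to 2.99. In the paper's crosses the excised chromosome came from the transposon stock and was kept over *CyO*. The others include the rest of that chromosome, so this ratio cannot show a difference along all of it. The 5 near genes, named after their values were seen, were *Cyp4p2*, *Cyp4p1*, *trpl*, *CG18446* and *dmpd*. Differences between the stocks spread over the genome cannot be told apart from effects of the allele, because there is 1 mutant and 1 control stock: the X chromosome had 0.306 of the genome's share. Stocks that share an X chromosome also cannot be told apart, since the X to autosome ratio of the genotype effect was 0.268 (Fisher exact p = 1.7e-08) and that of the starvation effect 0.471 (Fisher exact p = 7.4e-04), their quotient being 0.569.

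In starved flies 62 of 221 snoRNAs were higher and 4 lower in the mutant (76 higher and 4 lower when adjusted over the list alone). The 58 measured genes that enclose 184 of them had a median of -0.0482, which argues against a matching rise in the RNA level of the host genes. Transcription of the host genes was not measured, so these levels cannot decide on it. Without any 1 starved array the snoRNA median was at least 0.345, which argues against a single array. The snoRNAs above the median signal had 0.503, which argues against noise of dim probe sets. The 19 measured small nuclear RNAs (snRNAs) had a median of 0.30 in starved flies, with 7 higher, and the 17 transfer RNAs 0.04, with 1 higher. A rise was thus not limited to snoRNAs. With the within-group axis as a covariate the snoRNA median was 0.26. No other biological explanation was tested.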

How the results depend on the processing

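The tests chosen only after the data were seen are those with the within-group axis as a covariate and those over the genes that the authors mark as filtered. For counts, 154 results under an alternative stayed within 1.5 times, 8 were larger and 30 smaller. Of list tests 4003 kept direction and side of the threshold, 246 no longer passed, 160 newly passed, 143 moved and 6 reversed. Of named genes 3594 kept both, 92 no longer passed, 34 newly passed, 20 moved and 0 reversed. Of components and similarities 40 stayed and 2 moved. Except where fewer arrays or fewer genes were used, the cause was not tested.

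The 1690 genes called in fed flies became 923 with the 6 arrays alone, 2745 with array weights, 1033 with quantile normalization repeated over genes above the median and 1003 over genes above the median; those over 1.4 fold became 504 and 492 in the last 2 and 611 over the authors' filtered genes. The 2705 called in starved flies became 4563 with array weights, and those over 1.4 fold became 931 with quantile normalization repeated and 948 over genes above the median. Starvation in control flies (1522) gave 315 with the 6 arrays alone, 4528 with array weights and 678 with the axis; starvation in *dSTINGΔ* flies (2280) gave 3443 with the axis. The average effect (3342) gave 2078 with quantile normalization repeated and 2104 over genes above the median. Both settings over genes above the median tested 6777 of 13554 genes, and the authors' filtered set holds 7337. Smaller counts there do not by themselves show weaker effects. The interaction (180) gave 2096 with array weights, 116 with the axis and 95 with a replicate block. PC1 (29.3%) gave 45.3% unscaled and 35.2% over genes above the median.

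In fed flies an estimated correlation gave an adjusted p of 0.697 for beta-oxidation, lipid transport, antimicrobial peptides and neuronal genes, and fry gave 0.0760 for these apart from the peptides (0.100). Lipid transport did not pass with array weights (0.0588), quantile normalization repeated (0.175), genes above the median (0.128) or above a lower signal limit (0.0512), the axis (0.106) or fgsea (0.0560). Toll and Imd genes passed with array weights (0.0377), quantile normalization repeated (0.0218) and genes above the median (0.0342). Elongases turned up with array weights (0.942), and snoRNAs reversed with them (0.0242). Without 1 array the adjusted p of the snoRNAs ran from 0.00131, where they reversed (without control fed replicate 1), to 0.593. With the axis, photoreceptor genes reversed in control starvation (0.288) and the interaction (5.0e-04), and snoRNAs (0.0433) and cytosolic ribosomal proteins (0.0181) in control starvation.

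Without 1 array, counts ran from 973 (without *dSTINGΔ* fed replicate 3) to 2159 in fed flies (also 1115 without control fed replicate 3 and 1082 without *dSTINGΔ* fed replicate 2), with 781 to 1348 over 1.4 fold, and from 1688 (without control starved replicate 2) to 3302 in starved flies (also 1760 without *dSTINGΔ* starved replicate 2), with 1315 to 1790 over 1.4 fold. They ran from 370 (without control starved replicate 1) to 3011 (without control fed replicate 1) for control starvation (also 488 without control fed replicate 3 and 556 without control starved replicate 2), from 1576 to 2614 for *dSTINGΔ* starvation and from 2746 to 3466 for the average. The interaction ran from 58 (without control starved replicate 2) to 934 (without control fed replicate 1), with 87 without control fed replicate 2, 86, 85 and 64 without *dSTINGΔ* fed replicates 1, 2 and 3, 92 without control starved replicate 1, and 80, 84 and 276 without *dSTINGΔ* starved replicates 1, 2 and 3. PC1 held 27.3% to 31.2%, and the similarities ran from 0.257 to 0.479 and from 0.528 to 0.676.

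The adjusted p of fed lists without 1 array ran from 5.7e-05 to 0.00874 (beta-oxidation), 1.1e-09 to 7.0e-05 (antimicrobial peptides), 1.1e-14 to 1.1e-08 (neuronal), 0.360 to 0.628 (fatty acid synthesis), 0.187 to 0.561 (triglycerides), 0.0276 (without control fed replicate 2) to 0.561 (elongases), 0.0269 (without control fed replicate 2) to 0.470 (lipases), 0.0143 to 0.143 (lipid transport, not past without control fed replicate 3, nor at 0.0680 and 0.0646 without *dSTINGΔ* fed replicates 2 and 3) and 0.0383 to 0.176 (Toll and Imd, past without *dSTINGΔ* fed replicate 1 and at 0.0402 without control fed replicate 1).

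Replicate numbers do not pair the arrays: over 18 pairs with the same number the median correlation of within-group deviations was -0.000387 (range -0.451 to 0.370), and 2 of 12 arrays correlated best with their own number, so the 95 genes of the block are no paired result. Centring arrays on the median moved the share of genes higher from 45.1% to 53.7% in starved flies, from 50.6% to 48.2% in control starvation, from 43.4% to 53.8% in *dSTINGΔ* starvation, from 48.8% to 51.9% for the average and from 44.4% to 55.6% in the interaction. With the 6 arrays of a comparison split 3 against 3 in other ways, 10 splits are too few for a share under 0.05: the real split called 1690 genes in fed flies, 2705 in starved flies and 2280 in *dSTINGΔ* starvation, with 0 as the highest other in each, and 1522 in control starvation, with 582 as the highest other; in each, 1 of 10 splits, the real one, called as many. For the average effect (3342) 1 of 100 splits, the real one, called as many (highest other 1504), which argues against chance alone as the source of that count. The other splits leave any genotype effect in the residual spread, which lowers their counts, so the size of 3342 was not tested. For the interaction (180) 2 of 100 regroupings, the real one included, called as many, but the highest other called 2057, several times the real count. This count thus depends strongly on how the residuals are arranged, and the reason was not tested.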

Differences from the paper's values

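The paper names 672 genes changed over 1.4 fold in fed flies, with a p of 0.05 stated for its data as a whole and Benjamini-Hochberg correction for the arrays, whose threshold for the gene lists it does not state, and 1020 passed here at an adjusted p under 0.05 with a fold change over 1.4. Of the alternatives set before the data were examined, the total came within 1.5 times of the paper's for 6 arrays alone (814), replicate block (970), quantile normalization repeated (504), genes above the median (492), genes above a lower signal limit (743), and without control fed replicate 3, any *dSTINGΔ* fed replicate, control starved replicates 1 and 2, or *dSTINGΔ* starved replicates 1 and 3. It did not for the trended fit (1029), array weights (1162), centred arrays (1013), the sample records (1020), without control fed replicates 1 (1348) and 2 (1025), control starved replicate 3 (1028) or *dSTINGΔ* starved replicate 2 (1013), an unadjusted p (1187), an adjusted p under 0.25 (1205), fold alone (1230) or a lower fold threshold (1202). The settings above the median tested 6777 genes and the lower signal limit 9036, out of 13554. Their closeness to the paper's total can reflect the smaller number of genes tested.

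The paper's 381 reduced genes stand beside 572 here. The reduced count was over 1.5 times the paper's for the trended fit (576), array weights (641), centred arrays (591), without control fed replicate 1 (731), an unadjusted p (644), an adjusted p under 0.25 (654), fold alone (668) and a lower fold threshold (641), and within it for the other alternatives. The paper's 291 elevated genes stand beside 448 here. The elevated count was over 1.5 times the paper's for the trended fit (453), array weights (521), the sample records (450), without control fed replicates 1 (617) and 2 (462), control starved replicate 3 (460) or *dSTINGΔ* starved replicate 2 (442), an unadjusted p (543), an adjusted p under 0.25 (551), fold alone (562) and a lower fold threshold (561), and within it for the other alternatives.

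Chosen after seeing the values, the genes that the authors mark as filtered gave 611 (337 reduced, 274 elevated), the fold of arithmetic means gave 1012 (578 and 434) and the within-group axis as a covariate gave 1006 (531 and 475). The 6-array fit over the filtered genes at an adjusted p under 0.25 with the arithmetic-mean fold gave 687 (383 and 304), also chosen after seeing the values, and dropped 0 of the paper's listed genes.

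Among the 9 immune genes that the paper names as lower in *dSTINGΔ* flies, 6 fell here in fed flies (*Drs*, *BomS1*, *PGRP-SD*, *PGRP-SA*, *Spn53F* and *Spn42De*), and *Mtk* (-2.82, limma adjusted p = 0.142), *AttD* (-0.97, adjusted p = 0.262) and *DptB* (-1.12, adjusted p = 0.480) did not pass. *Mtk* passed with 6 arrays alone (0.0398), with array weights (0.00937) and without *dSTINGΔ* starved replicate 2 (0.0132), and its adjusted p ran up to 0.370 over the alternatives run. That starved replicate had a log2 value of 8.90 for *Mtk*, against 3.28 and 3.89 on the others of its group. It enters the fed comparison only through the spread that the model shares over all 12 arrays. *AttD* passed with array weights (0.00463) and ran up to 0.757, and *DptB* passed in none of the alternatives run (adjusted p from 0.0675 to 0.776).

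The paper places the metabolism of lipids, above all of fatty acids, among the gene sets lowered in *dSTINGΔ* fed flies. Here the beta-oxidation list was lower (median log2 fold change -0.17, camera adjusted p = 4.4e-04, but 0.697 with an estimated correlation and 0.0760 with fry), as was lipid transport (-0.16, adjusted p = 0.0371, but 0.697 and 0.0760), while the elongases (-0.06, adjusted p = 0.184), fatty acid synthesis (0.02, adjusted p = 0.484), fatty acid degradation of KEGG (-0.14, adjusted p = 0.129) and the lipid metabolic process (-0.04, adjusted p = 0.662) did not pass, the last 2 being sets chosen after seeing the data. The elongases passed without control fed replicate 2 (0.0276), and the paper's sets are of human homologs and were not used here. The lipid metabolic process here holds only the genes directly given that term.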

Other observations

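Apart from those with a covariate, all tests of lists in the starvation comparisons were set before the data were examined; the values of single arrays in the last paragraph, and genes named for a count of 5 or fewer, were chosen after they were seen. In control flies starvation raised *CG4500* (2.27), the folate enzyme *Nmdmc* (1.97), *CG6385* (1.83), the purine enzyme *ade3* (1.81) and *CG10383* (1.71) on the log2 scale, and lowered *fit* (-3.39), the digestive protease *Jon99Fi* (-3.30), the storage proteins *Lsp2* (-2.89) and *Lsp1beta* (-2.73) and *Obp99b* (-2.82). The call for *Jon99Fi* there was lost without control starved replicate 1 (0.113), control starved replicate 2 (0.0926), control starved replicate 3 (0.0630) or *dSTINGΔ* starved replicate 1 (0.0501) and with the within-group axis as a covariate (0.182). In *dSTINGΔ* flies it raised *CG12826* (3.85), *Nmdmc* (3.30), *ade2* (2.99), *ade3* (2.93) and *CG10383* (2.77), and lowered *Jon99Fi* (-4.91), *Lsp2* (-4.26), *CG15155* (-4.02), *CG7542* (-3.57) and *Lsp1beta* (-3.41). In both genotypes 266 genes rose and 479 fell, where independent lists would share 56.2 and 71.6.

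Of the accessory gland genes in control starvation, 0 rose and 13 fell of 18 (0 higher and 15 lower when adjusted over the list alone; median log2 fold change -0.70; camera adjusted p = 5.5e-11, and adjusted p = 0.341 with an estimated correlation), and in *dSTINGΔ* starvation, 0 rose and 13 fell of 18 (0 higher and 15 lower when adjusted over the list alone; median log2 fold change -1.14; camera adjusted p = 4.1e-10, and adjusted p = 0.317 with an estimated correlation). Of the Jonah and trypsin proteases in control starvation, 0 rose and 10 fell of 29 (0 higher and 20 lower when adjusted over the list alone; median log2 fold change -0.66; camera adjusted p = 2.3e-09, and adjusted p = 0.341 with an estimated correlation), and of the odorant binding proteins, 1 rose and 10 fell of 47 (higher: *Obp83a*; 2 higher and 14 lower when adjusted over the list alone; median log2 fold change -0.13; camera adjusted p = 0.00162, and adjusted p = 0.479 with an estimated correlation). Of the mitochondrial ribosomal proteins in control starvation, 0 rose and 9 fell of 72 (0 higher and 14 lower when adjusted over the list alone; median log2 fold change -0.24; camera adjusted p = 4.7e-09, and adjusted p = 0.479 with an estimated correlation). Of the testis genes in *dSTINGΔ* starvation, 4 rose and 0 fell of 30 (higher: *fzo*, *twe*, *topi*, *Mst98Ca*; 2 higher and 0 lower when adjusted over the list alone; median log2 fold change 0.26; camera adjusted p = 2.4e-05, and adjusted p = 0.412 with an estimated correlation). With the within-group axis as a covariate, chosen after the values were seen, the falls in control starvation became 5 accessory gland genes (median -0.56 (2.8e-08)), 2 proteases (-0.44 (1.6e-06)), 3 odorant binding proteins (-0.07 (0.00643)) and 0 mitochondrial ribosomal proteins (-0.10 (6.8e-04)), with the camera adjusted p in parentheses.

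In *dSTINGΔ* fed against control fed flies, 2 rose and 3 fell of 30 (higher: *fzo*, *dj*, lower: *topi*, *tomb*, *aly*; 2 higher and 4 lower when adjusted over the list alone; median log2 fold change -0.03; camera adjusted p = 0.528, and adjusted p = 0.933 with an estimated correlation) for testis, 1 rose and 1 fell of 18 (higher: *Acp54A1*, lower: *Acp53C14c*; 1 higher and 1 lower when adjusted over the list alone; median log2 fold change -0.06; camera adjusted p = 0.652, and adjusted p = 0.966 with an estimated correlation) for accessory gland, 5 rose and 4 fell of 29 (higher: *Jon65Aii*, *Ser6*, *Jon44E*, *Jon65Aiii*, *deltaTry*, lower: *iotaTry*, *lambdaTry*, *zetaTry*, *Phae2*; 8 higher and 6 lower when adjusted over the list alone; median log2 fold change 0.07; camera adjusted p = 0.654, and adjusted p = 0.966 with an estimated correlation) for Jonah and trypsin proteases, 3 rose and 3 fell of 31 (higher: *l(2)efl*, *Sod3*, *Hsp22*, lower: *Hsp67Bc*, *Hsp67Bb*, *Prx6005*; 3 higher and 3 lower when adjusted over the list alone; median log2 fold change 0.09; camera adjusted p = 0.344, and adjusted p = 0.817 with an estimated correlation) for oxidative stress and heat shock, 6 rose and 5 fell of 80 (lower: *Cpr67Fb*, *Cpr62Bb*, *Cpr49Ag*, *Cpr66D*, *Cpr47Ea*; 6 higher and 5 lower when adjusted over the list alone; median log2 fold change -0.02; camera adjusted p = 0.898, and adjusted p = 0.967 with an estimated correlation) for cuticle proteins, 5 rose and 6 fell of 47 (higher: *Obp69a*, *Obp83a*, *Obp99d*, *Obp83b*, *Obp19a*; 5 higher and 8 lower when adjusted over the list alone; median log2 fold change -0.08; camera adjusted p = 0.387, and adjusted p = 0.844 with an estimated correlation) for odorant binding proteins, 10 rose and 6 fell of 221 (8 higher and 6 lower when adjusted over the list alone; median log2 fold change -0.01; camera adjusted p = 0.581, and adjusted p = 0.967 with an estimated correlation) for snoRNAs, 1 rose and 1 fell of 91 (higher: *RpS12*, lower: *RpS15*; 0 higher and 0 lower when adjusted over the list alone; median log2 fold change -0.10; camera adjusted p = 0.00717, and adjusted p = 0.817 with an estimated correlation) for cytosolic ribosomal proteins and 4 rose and 5 fell of 72 (higher: *mRpL37*, *mRpS23*, *mRpL18*, *mRpL48*, lower: *mRpL52*, *mRpS34*, *mRpL47*, *mRpL43*, *mRpS29*; 4 higher and 5 lower when adjusted over the list alone; median log2 fold change -0.13; camera adjusted p = 0.0542, and adjusted p = 0.844 with an estimated correlation) for mitochondrial ribosomal proteins. The snoRNAs passed as higher without control fed replicate 3 (0.0160) and with the within-group axis as a covariate (1.3e-05), and as lower without control fed replicate 1 (0.00131) and with array weights (0.0242), the mitochondrial ribosomal proteins as lower without control fed replicate 1 (1.9e-05) or *dSTINGΔ* fed replicate 1 (0.0331), with a replicate block (0.0448), array weights (0.0121) and genes above a lower signal limit (0.0422), the cuticle proteins as lower with quantile normalization repeated over genes above the median (0.0117) and over these genes alone (0.0146), and the cytosolic ribosomal call was lost without control fed replicate 2 (0.0771) or control fed replicate 3 (0.255).

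Single arrays stood apart in immune genes: *Mtk* was 8.90 on *dSTINGΔ* starved replicate 2 (3.28 and 3.89 on the others) and 8.61 on control fed replicate 2 (5.89 and 5.50), *DptB* was 7.66 (2.98 and 3.26) and *Drs* 8.98 (6.53 and 6.68) on *dSTINGΔ* starved replicate 2, and *AttD* was 5.05 on control fed replicate 2 (2.73 and 2.79). Further peptides stood apart on *dSTINGΔ* starved replicate 2. They were *Dro* at 9.72 (3.87 and 5.38), *Dpt* at 9.41 (4.89 and 4.92) and *AttC* at 8.97 (4.11 and 4.44). *CecC* at 8.44 (3.25 and 3.19) and *AttA* at 7.76 (2.31 and 2.76) did so too, while *AttD* at 3.23 (3.35 and 2.41) did not.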
